# Changes induced by dietary energy intake and divergent selection for muscle fat content in rainbow trout (*Oncorhynchus mykiss*), assessed by transcriptome and proteome analysis of the liver

**DOI:** 10.1186/1471-2164-9-506

**Published:** 2008-10-29

**Authors:** Catherine-Ines Kolditz, Gilles Paboeuf, Maïena Borthaire, Diane Esquerré, Magali SanCristobal, Florence Lefèvre, Françoise Médale

## Abstract

**Background:**

Growing interest is turned to fat storage levels and allocation within body compartments, due to their impact on human health and quality properties of farm animals. Energy intake and genetic background are major determinants of fattening in most animals, including humans. Previous studies have evidenced that fat deposition depends upon balance between various metabolic pathways. Using divergent selection, we obtained rainbow trout with differences in fat allocation between visceral adipose tissue and muscle, and no change in overall body fat content. Transcriptome and proteome analysis were applied to characterize the molecular changes occurring between these two lines when fed a low or a high energy diet. We focused on the liver, center of intermediary metabolism and the main site for lipogenesis in fish, as in humans and most avian species.

**Results:**

The proteome and transcriptome analyses provided concordant results. The main changes induced by the dietary treatment were observed in lipid metabolism. The level of transcripts and proteins involved in intracellular lipid transport, fatty acid biosynthesis and anti-oxidant metabolism were lower with the lipid rich diet. In addition, genes and proteins involved in amino-acid catabolism and proteolysis were also under expressed with this diet. The major changes related to the selection effect were observed in levels of transcripts and proteins involved in amino-acid catabolism and proteolysis that were higher in the fat muscle line than in the lean muscle line.

**Conclusion:**

The present study led to the identification of novel genes and proteins that responded to long term feeding with a high energy/high fat diet. Although muscle was the direct target, the selection procedure applied significantly affected hepatic metabolism, particularly protein and amino acid derivative metabolism. Interestingly, the selection procedure and the dietary treatment used to increase muscle fat content exerted opposite effects on the expression of the liver genes and proteins, with little interaction between the two factors. Some of the molecules we identified could be used as markers to prevent excess muscle fat accumulation.

## Background

The levels of fat storage and allocation within body compartments have become the focus of critical interest during the last few years, due to their impact on human health [1] and meat quality of farm animals [2,3]. Dietary manipulation and genetic selection constitute the two ways to manage body fat content in farm animals. Energy intake and genetic factors also have a major influence on fattening in humans [4].

Storage of triglycerides in the different body compartments depends on the availability of plasma lipids originating from either the diet or lipogenesis. In fish, human and most avian species, lipogenesis mainly takes place in the liver [5,6] and is negligible in muscle [7,8]. The liver has a central role in metabolic homeostasis and in coordinating body metabolism in response to dietary conditions. An increase in dietary lipid generally leads to modification of lipid metabolism in most animals, with inhibition of lipogenic enzymes [9,6,10], and stimulation of fatty acid oxidation [11], especially when the dietary fatty acids are provided as polyunsaturated fatty-acids (PUFAs) [12-14]. However, most of the studies investigating the hepatic metabolic changes induced by long term feeding a high fat diet focused on lipid metabolism.

Body fat distribution is clearly a heritable trait [15]. In farm animals, genetic selection has been used to manage fat content of target body compartments [16,17], but it generally leads to changes in whole body fat content. In humans, studies comparing groups with different fat distribution patterns have highlighted differences in postprandial plasma metabolites [18-20], suggesting differences in fat, glucose and protein metabolism. However, the physiological mechanisms responsible for these differences have not been described to date.

Using divergent selection on muscle fat content in rainbow trout, we obtained animals that were characterized by differences in fat allocation between visceral adipose tissue and muscle, with no change in overall body fat content between lines. We then decided to characterize the differences in metabolic changes occurring between these two lines when fed a low or a high energy diet. We focused on the liver, since this organ is the center of intermediary metabolism and main site for lipogenesis in fish [5]. The aims of the study were 1) to assess the overall changes in gene and protein expression induced in the rainbow trout liver by long term feeding of a high energy/high fat diet, 2) to identify the differences in gene and protein expression profiles induced in the liver as a consequence of the selection for muscle fattening, and 3) to evaluate to what extent the two factors used to modulate muscle fat content may have interacted on the different metabolism-related genes and proteins. This was achieved through two complementary approaches at the transcriptomic and proteomic levels, using microarray and bidimensional electrophoresis.

## Results

### Growth, biometry and biochemical parameters (Table 1)

**Table 1:** Fish growth, morphological and biochemical parameters, and whole body and muscle lipid content

	**L line**		**F line**		p-values		
					
Diet	**LE**	**HE**	**LE**	**HE**	Diet	Line	Line*Diet
Daily Growth index (% day^-1^)							
	2.57 ± 0.04	2.67 ± 0.05	2.37 ± 0.01	2.52 ± 0.03	*p = 0.011*	*p = 0.043*	p = 0.64
Final body weight (g)							
	73.0 ± 2.9	92.4 ± 2.9	57.8 ± 2.0	77.4 ± 2.5	*p = 10*^-4^	*p = 10*^-4^	p = 0.66
Whole body lipid content (% WW)							
	9.5 ± 0.2	15.3 ± 1.1	10.8 ± 0.5	15.2 ± 1.0	*p = 10*^-4^	p = 0.27	p = 0.16
HSI (%)							
	1.3 ± 0.2	1.2 ± 0.2	1.3 ± 0.2	1.3 ± 0.3	p = 0.14	p = 0.99	p = 0.33
VSI (%)							
	8.3 ± 0.8^c^	12.4 ± 1.3^a^	7.7 ± 0.9^d^	11.0 ± 1.9^b^	*p = 10*^-4^	*p = 10*^-4^	*p = 0.003*
Muscle lipid content (% WW)							
	4.3 ± 0.8^c^	6.4 ± 1.2^b^	6.3 ± 1.2^b^	10.1 ± 2.3^a^	*p < 10*^-4^	*p < 10*^-4^	*p = 0.003*
Plasma triglycerides (g/l)							
	5.52 ± 0.77	4.38 ± 1.31	5.74 ± 0.84	4.83 ± 1.31	*p < 10*^-4^	*p = 0.03*	p = 0.47
Plasma glucose (mg/l)							
	81.42 ± 6.68	80.90 ± 5.61	81.34 ± 6.16	81.01 ± 5.71	p = 0.61	p = 0.97	p = 0.91

% WW, percentage of wet weight. Values are expressed as means ± SD (n = 57 individuals in all groups, except for muscle lipid content, for which n = 30); HIS, hepato-somatic index; VSI, Viscero-somatic index; p-values are presented in italics when the differences are significant (p < 0.05, MANOVA 2 factors). Means with different superscript letters are significantly different (p < 0.05, ANOVA).

The higher energy content of the HE diet enhanced growth rate (p = 10^-4^) of fish irrespective of the line. At the end of the feeding trial, fish of the lean muscle line (L) showed higher whole body weight (p = 10^-4^) compared to those of the fat muscle line (F). Whole body lipid content was increased in fish fed the HE diet compared to those fed the low energy diet (LE), and was similar for the two lines fed the same diet. Muscle lipid content was higher in fish fed the HE diet (p < 10^-4^) and in the F line (p < 10^-4^). Viscero-somatic index (VSI), used as an indicator of fat deposition as visceral adipose tissue, was increased in fish fed the HE diet (p = 10^-4^) and in fish from the L line (p = 10^-4^). Plasma triglyceride levels were higher in fish fed the LE diet (p = 10^-4^) and in fish of the F line (p = 0.02). Glycemia was not significantly different between diets (p = 0.61) or lines (p = 0.97) 24 hours after the meal.

### Microarray data analysis

#### Hepatic transcripts differentially expressed between the dietary treatments

The results derived from ANOVA (p < 0.01) and SAM (FDR < 0.15) analysis for global dietary effects (whatever the lines) on hepatic gene expression are summarized in Table 2. 

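Arrays of 32 individual livers were analysed here, 8 in each of the L-LE, L-HE, F-LE and F-HE groups. The trout came from a line selected for lean muscle (L) or for fat muscle (F) and were fed for 6 months from first feeding, in 3 tanks per group, a diet with 100 (LE) or 230 (HE) g lipid per kg. The sample labels give 10 and 23% lipid. The paper's methods state that 6 of 9 livers per group, drawn at random, were hybridized, and do not say which ones, so that all 8 labelled for each group were used. Each array was a nylon membrane spotted with 9023 trout cDNA clones, with luciferase and water control spots, and was hybridized with radiolabelled cDNA from 1 liver. The amount of RNA is 3 µg in the paper's methods and 5 µg in the labels, and that of labelled nucleotide 30 and 50 µCi. The deposited values are log10 signals, corrected by the authors for the DNA in each spot and divided by the median of the array. Spots with too little DNA had been excluded by the authors, which left 7654 to 8025 clones measured per array in the L-LE group (median 7836.5), 7796 to 8134 in L-HE (7847), 7613 to 8054 in F-LE (7821) and 7707 to 8073 in F-HE (7815.5). The values were converted to log2, and the 7763 clones with at least 5 values in each group were fitted together by limma with a mean for each group. Clones with a Benjamini-Hochberg adjusted p under 0.15, the false discovery rate used in the paper's methods, were called changed. The number of arrays limits the precision. In simulated data with 200 changed clones, this fit recovered 93.9% of 2-fold and 46.3% of 1.5-fold diet effects, and 92.4 and 52.2% of line effects. The simulated noise was independent between clones and arrays and held no outlying array, so that these shares need not hold for the data. The Spearman correlation of an array with the others had a median between 0.907 and 0.966 for 26 of the arrays. It was 0.149 for the F-HE array of tank 3 on membrane 59, 0.828 for the F-LE array on membrane 62, 0.84 for the F-HE array on membrane 65, and 0.854, 0.856 and 0.895 for the L-LE arrays on membranes 68, 53 and 56. The spots taken to be the luciferase controls, which the table does not describe, had on membrane 59 a median of 0.214 on the log10 scale, against 1.72 to 2.29 on the other arrays. All 32 arrays were kept, and values without membrane 59 are given beside many of the results that they change, a setting chosen after the data had been seen for all but the counts of changed clones, as was leaving out any array for the numbers adjusted over a list alone and the medians of lists.

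**Figure D1:**
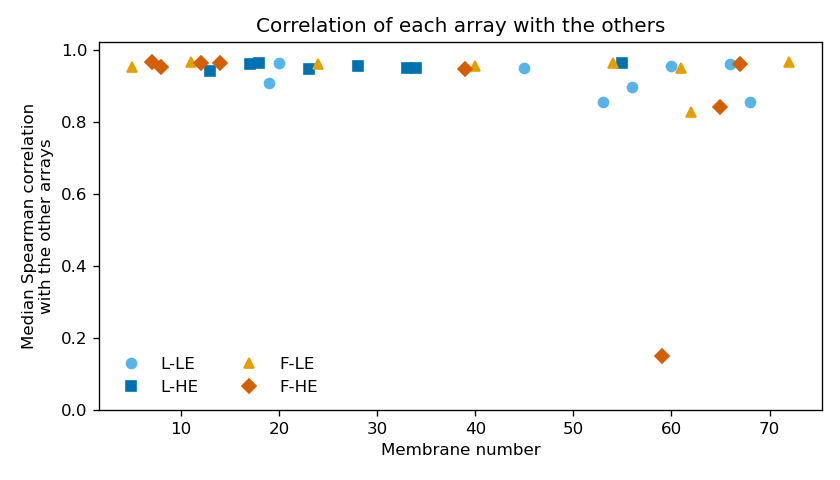
Median Spearman correlation of each of the 32 arrays with the others (vertical axis) against the number of its membrane (horizontal axis), coloured by group. The F-HE array on membrane 59 lies at 0.149, 5 more arrays lie between 0.828 and 0.895, and the remaining 26 lie at 0.907 or above.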

A comparison of the two lists of genes generated by these two analytical methods [see additional file 1] revealed that 106 genes were significant according to both statistical analyses. 

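In fish fed the HE diet 18 clones fell and 1 rose. The one that rose encodes MAP kinase-activated protein kinase 5 (MAPK5), with a log2 difference between HE and LE of 0.83 (standard error 0.178, adjusted p = 0.0428). Among those that fell were growth/differentiation factor 8 (GDF8, myostatin, an inhibitor of muscle growth), by 0.72 on the log2 scale (adjusted p = 0.0319), the G-protein coupled receptor 4 (GPR4), by 0.84 (adjusted p = 0.0379), and a clone matched to a hypothetical protein (tcay0013.e.19), by 0.92 (adjusted p = 0.0161). Leukocyte cell-derived chemotaxin 2 (LECT2), secreted by the liver, went from 5.58 ± 0.66 (SD, n = 8 livers) to 3.91 ± 0.709 in the L line (two-sided exact permutation test, p = 0.000622) and from 5.14 ± 0.592 to 4.71 ± 1.04 in the F line (exact p = 0.331). The exact tests here and below move single livers, while the diet was given to tanks. For LECT2 the difference over both lines was -1.05 (adjusted p = 0.146), and the interaction of line and diet, 1.23 (adjusted p = 0.548), did not pass. The pleckstrin homology domain protein PKHA5 had a difference of -0.95 (adjusted p = 0.0808), the phosphatidylinositol kinase PI42B of -0.79 (adjusted p = 0.0799) and the transmembrane protein TMM11 of -0.82 (adjusted p = 0.149). Kinesin KIF2A, the sterol isomerase-like protein EBPL and the muscle protein parvalbumin alpha (PRVA) fell by 0.55, 0.62 and 0.53, with adjusted p = 0.0505, 0.0282 and 0.0709. These 3 and GDF8 were named after their values had been seen. The call of TMM11 was lost without any 1 of 25 arrays (adjusted p from 0.156 to 0.316), namely the L-LE array on membrane 68, 66, 60, 56, 53, 20 or 19, the L-HE array on membrane 55, 33, 28, 23, 18, 17 or 13, the F-LE array on membrane 61, 54, 40, 24, 11 or 5 or the F-HE array on membrane 67, 65, 39, 14 or 12, and that of LECT2 without any 1 of 21 (from 0.151 to 0.291), namely the L-LE array on membrane 66, 60, 56, 53, 45 or 19, the L-HE array on membrane 55, 34, 33, 17 or 13, the F-LE array on membrane 72, 62, 40, 24, 11 or 5 or the F-HE array on membrane 67, 65, 39 or 14. That of PKHA5 was lost without the L-LE array on membrane 66 (adjusted p = 0.162), 60 (0.172) or 19 (0.163) or the F-LE array on membrane 54 (0.171). That of PI42B was lost without the L-LE array on membrane 66 (0.151), 60 (0.16) or 19 (0.158) or the F-LE array on membrane 54 (0.16) or 24 (0.155).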

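The 19 clones in which diet changed the signal, MAPK5, GDF8 and LECT2 among them, were called by limma among 7763 tested, with 10 of them at an adjusted p under 0.05 (1 higher and 9 lower), and 283 clones had an unadjusted p under 0.05 where chance gives 388.15. The paper's 2 tests were run on the same values. Two-way ANOVA at an unadjusted p under 0.01 called 86 clones, 10 higher and 76 lower, where chance gives 77.63. Permutation SAM at a false discovery rate under 0.15 called 98, 3 higher and 95 lower, and 69 clones passed both, 3 higher and 66 lower. Of these 69, 49 are listed in Additional file 1. All 19 clones called by limma were also called by both of these tests. The limma count was 41 (2 higher and 39 lower) without the F-HE array of tank 3 on membrane 59, and between 14 and 23 when any other array was left out. That of the ANOVA was 133 (23 higher and 110 lower) without membrane 59 and between 71 and 101 when any other array was left out, with 6 higher without the L-HE array on membrane 34 or 13 and 16 higher without the L-LE array on membrane 20. SAM called 137 without membrane 59, 50 without the L-HE array on membrane 13, 63 without the F-HE array on membrane 14, 64 without the L-HE array on membrane 33 and 65 without the L-HE array on membrane 17, and its count of higher clones lay between 1 and 5. Both tests shared 45 without the L-HE array on membrane 13 and 106 without the F-HE array on membrane 59. At an unadjusted p under 0.05 there were 578 clones without membrane 59 and between 230 and 367 when any other array was left out. Leaving out arrays for SAM, and for the clones that both tests share, was chosen after the data had been seen. With the means of the tanks, the unit given the diet (3 per group), limma called 0 (274 at an unadjusted p under 0.05). With array weights it called 104 and, in a setting chosen after the data had been seen, 74 without the 6 arrays of low correlation.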

With regard to the ontology of these 106 clones, 83 were attributed a biological function (Table 2). Our study was focused more particularly on genes involved in the metabolic process since it was the largest category represented (44.6% of the transcripts that had a biological function). Lipid metabolism was the metabolic pathway that contained the majority of the differentially expressed transcripts (40.5%), with, in particular, genes encoding for proteins involved in lipid transport (acyl-CoA binding protein [ACBP], heart-type fatty acid-binding protein [H-FABP]), fatty acid desaturation (delta-6-desaturase [Δ6-FAD]) and cholesterol/steroid metabolism (cholesteryl ester transfer protein [CETP]), down-regulated in trout from both lines fed the HE diet (Table 3). 

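All 15 lipid transcripts of Table 3 had lower estimates in fish fed the HE diet, in the L line and in the F line, with a median log2 difference over both lines of -0.718. Of these, 2 fell at the threshold over all clones. Cytosolic acetyl-CoA acetyltransferase (ACAT2), an enzyme at the start of cholesterol synthesis, fell by 0.93 on the log2 scale (standard error 0.197, adjusted p = 0.0379 from limma), from 1.73 ± 0.574 (SD, n = 8 livers) to 1.17 ± 0.383 in the L line and from 2.09 ± 0.482 to 0.78 ± 0.782 in the F line. The probable ergosterol biosynthetic protein 28 (ERG28) fell by 0.82 (standard error 0.165, adjusted p = 0.0282). The other 13 did not pass. Among them, 24-dehydrocholesterol reductase (DHC24) had a difference of -0.76 (adjusted p = 0.193), the trifunctional enzyme subunit ECHA of mitochondrial β-oxidation -0.72 (adjusted p = 1), and CETP -0.15 (adjusted p = 1). Adjusted over the list alone (the 37 transcripts of Table 3), 13 of the 15 passed, but the paper chose these transcripts on these samples, so that this is not independent evidence. The 5 named clones of cholesterol synthesis (ACAT2, ERG28, DHC24, the methylsterol oxidase ERG25 and the sterol isomerase EBP), also known by name only through the paper's lists, were lower as a group (median -0.76, 2 called and 5 adjusted over the list alone, camera adjusted p = 0.00853, and adjusted p = 0.512 with an estimated correlation). Of 3 clones searched for as muscle markers, parvalbumin alpha (PRVA) was called lower, titin was not, and the third, myosin Ie, is not specific to muscle (median -0.31, camera adjusted p = 0.713, and adjusted p = 0.883 with an estimated correlation). This list passed by fry (adjusted p = 0.000466) and by camera against all clones (adjusted p = 0.0102). Without the F-HE array of tank 3 on membrane 59, ECHA and DHC24 also passed, at -0.43 (adjusted p = 0.0403) and -0.85 (adjusted p = 0.0233), and the median of the muscle list was -0.14, with 1 of its 3 estimates higher. DHC24 passed as well without the L-LE array on membrane 56 (adjusted p = 0.122) or 45 (0.14), the L-HE array on membrane 33 (0.122) or 17 (0.0928) or the F-LE array on membrane 72 (0.0874).

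**Figure D2:**
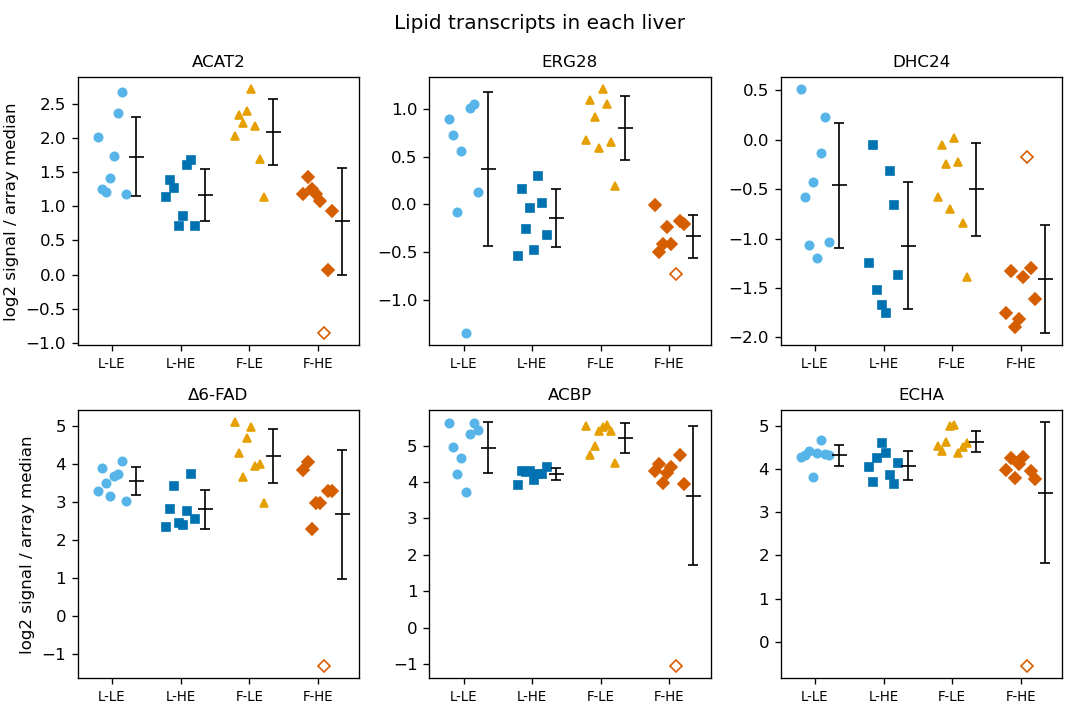
Level of 6 lipid transcripts (log2 of the signal over the median of the array) in each of the 8 livers of the L-LE, L-HE, F-LE and F-HE groups, with the mean and SD beside the points. The open diamond is the F-HE array on membrane 59, which lies below the other F-HE livers for ACAT2, ERG28, Δ6-FAD, ACBP and ECHA and above them for DHC24.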

There were two different transcripts corresponding to the H-FABP protein (of ~800 bp and ~600 bp) that shared 88% of sequence similarity. Their deduced amino acid sequences contained 94% similar residues, suggesting that these two transcripts may be different isoforms of H-FABP.

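The H-FABP transcripts are represented by clones tcav0002.b.06 and tcay0002.n.16. Clone tcay0002.n.16 was at 4.83 ± 0.338 (SD, n = 8 livers) in L-LE, 4.30 ± 0.334 in L-HE, 4.96 ± 0.248 in F-LE and 3.89 ± 1.59 in F-HE, in log2 units over the median of the array. Clone tcav0002.b.06 stood at 3.06 ± 0.674, 2.67 ± 0.0745, 3.55 ± 0.366 and 2.39 ± 1.53 in the same groups. On the HE diet clone tcay0002.n.16 was lower within the L line (two-sided exact permutation test, p = 0.00995) and within the F line (exact p = 0.00342). Clone tcav0002.b.06 was lower within the F line (exact p = 0.00249) and not detectably within the L line (exact p = 0.137). Over all clones neither passed by limma, with differences of -0.80 (standard error 0.283, adjusted p = 0.865) and -0.77 (standard error 0.289, adjusted p = 0.954). Both had their lowest F-HE value on membrane 59. Without that array clone tcay0002.n.16 passed, at -0.52 (adjusted p = 0.0304), and clone tcav0002.b.06 did not, at -0.51 (adjusted p = 0.229).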

**Table 2:** Overview of transcripts in livers of rainbow trout significantly affected by the dietary treatment (HE vs LE diet)^1^

**Statistical analysis**	**ANOVA **(p < 0.01)	**SAM **FDR ≤ 0.15	**ANOVA∩SAM**
**Total**	**165**	**111**	**106**
**HE > LE**	37	8	8
**HE < LE**	128	103	98

**Number of transcripts with known biological function**	**132**	**87**	**83**
**Biological function**			
**Metabolism**	**52 (39.4%)**	**38 (43.7%)**	**37 (44.6%)**
*Lipid*	*19 (14.4%)*	*15 (17.2%)*	*15 (18.1%)*
*Energy*	*7 (5.3%)*	*5 (5.7%)*	*5 (6.0%)*
*Carbohydrate*	*1 (< 1%)*	*1 (1.1%)*	*1 (1.2%))*
*Amino acid and derivative*	*5 (3.8%)*	*3 (3.4%)*	*3 (3.6%)*
*Protein folding/synthesis/breakdown*	*11 (8.3%)*	*6 (6.9%)*	*6 (7.2%)*
*Xenobiotic and oxidant metabolism*	*5 (3.8%)*	*4 (4.6%)*	*4 (4.8%)*
*Purine and pyrimidine*	*4 (3%)*	*4 (4.6%)*	*3 (3.6%)*
Transcription/translation	21 (15.9%)	13 (15.1%)	12 (14.5%)
Cell cycle	13 (9.8%)	6 (6.9%)	6 (7.2%)
Trafficking	9 (6.8%)	6 (6.9%)	6 (7.2%)
Signal transduction	8 (6.1%)	7 (8.0%)	7 (8.4%)
Extracellular matrix and structural components	6 (4.5%)	5 (5.7%)	5 (6%)
Immune and stress response	6 (4.5%)	5 (5.7%)	4 (4.8%)
Others	17 (12.9%)	7 (8.0%)	6 (7.2%)

^1 ^According to ANOVA (p < 0.01), SAM analysis (FDR < 0.15) and both statistical methods

**Table 3:** Metabolism-related hepatic transcripts exhibiting differential expression between the two dietary groups (HE vs LE)^1^

***Biological function***		HE/LE ratio		ANOVA	SAM
				
GenBank Acc. N°	Best-hit Swiss-Prot description	L line	F line	P-value	FDR cut off
***Lipid metabolism (40.5%)***					
CA344881	Trifunctional enzyme subunit alpha, mitochondrial precursor	-1.3	-1.4	< 5.10^-4^	0
BX885839	Acetyl-CoA acetyltransferase, cytosolic (ACAT2)	-1.5	-2.1	< 10^-3^	0
BX861803	Phosphatidylinositol-glycan biosynthesis class F protein (PIG-F)	-1.3	-1.2	0.003	0.1
BX080468	Ectonucleotide pyrophosphatase/phosphodiesterase 7 precursor	-1.3	-1.1	0.004	0.15
***Fatty acid desaturation ****(2.7%)*					
CA371783	putative delta-6 fatty acid desaturase (Δ6-FAD)	-1.9	-2.0	0.005	0.05
***Lipid transport ****(10.8%)*					
CU069821	Acetyl coenzyme A binding protein (ACBP)	-2.1	-1.9	< 5.10^-5^	0
BX078901	Vitellogenin precursor (VTG)	-1.2	-1.4	< 10^-3^	0.05
CU069693	Heart-type fatty acid binding protein (H-FABP)	-1.4	-1.5	< 10^-3^	0
BX298066	Heart-type fatty acid binding protein (H-FABP)	-1.6	-1.5	0.004	0.05
***Cholesterol metabolism ****(16.2%)*					
BX875391	Probable ergosterol biosynthetic protein 28 (ERG28)	-1.8	-2.3	< 5.10^-6^	0
CU069450	24-dehydrocholesterol reductase precursor (DHC24)	-1.8	-2.7	< 5.10^-4^	0
CA344888	Retinol dehydrogenase 12 (RDH12)	-1.2	-2.0	0.003	0.05
CA382526	Orphan nuclear receptor NR1D2 (Rev-erbβ)	-1.2	-1.2	0.004	0.15
CA377380	C-4 methylsterol oxidase (ERG25)	-1.2	1.5	0.006	0.1
CU069541	Cholesteryl ester transfer protein precursor (CETP)	-1.4	-1.2	0.006	0.15
***Generation of precursor metabolites and energy (13.5%)***					
BX084640	6-phosphogluconate dehydrogenase, decarboxylating (6-PGD)	-1.4	-2.2	< 5.10^-4^	0
BX080843	Ubiquinol-cytochrome c reductase complex 9.5 kDa protein	-1.4	-1.3	< 5.10^-4^	0
BX886412	ATP synthase subunit alpha, mitochondrial precursor (ATPA)	-1.1	-1.4	0.001	0.1
CA377924	Vacuolar ATP synthase subunit δ (V-ATPase δ subunit)	-1.2	-1.4	0.002	0.05
CU067427	Pyruvate carboxylase, mitochondrial precursor	-1.2	-1.1	0.008	0.15
***Carbohydrate metabolism (2.7%)***					
CA383037	Solute carrier family 2, facilitated glucose transporter member 11	-1.7	-1.6	< 10^-4^	0
***Amino-acid derivative metabolism (8.1%)***					
CU068986	Acetylcholinesterase precursor (EC 3.1.1.7) (AChE)	-1.7	-1.7	< 5.10^-4^	0
CU070780	D-3-phosphoglycerate dehydrogenase (3-PGDH)	-1.4	-1.2	0.002	0.05
CU067302	Cystathionine gamma-lyase (CGL)	-1.4	-1.0	0.008	0.15
***Protein folding/synthesis/breakdown (16.2%)***					
CU072931	Tripeptidyl-peptidase 2	-1.3	-1.7	< 10^-4^	0
CA362332	Ubiquitin-conjugating enzyme E2 E1 (UB2E1)	-1.3	-1.3	0.002	0.15
CU068585	STIP1 homology and U box-containing protein 1	-1.4	-1.5	0.003	0.05
BX307921	McKusick-Kaufman/Bardet-Biedl syndromes putative chaperonin	-1.2	-1.4	0.005	0.15
CA342952	Proteasome subunit beta type 7 precursor (PSB7)	-1.2	-1.1	0.01	0.15
CU066852	F-box/WD repeat protein 2	-1.4	-1.1	0.03	0.1
***Xenobiotic and oxidant metabolism (10.8%)***					
CU070243	Peptide methionine sulfoxide reductase	-1.3	-1.3	10^-3^	0.05
CU071592	Cytochrome P450 2J2 (Arachidonic acid epoxygenase)	1.9	2.2	0.003	0.1
BX081745	Matrix metalloproteinase-16 precursor	1.9	1.6	0.003	0.15
BX308633	Stress-activated protein kinase 3 (MK12)	-1.2	-1.3	0.008	0.15
***Purine metabolism (8.1%)***					
CU073027	Ectonucleoside triphosphate diphosphohydrolase 1	-1.3	-1.1	< 10^-3^	0.05
CA363765	Adenylate kinase isoenzyme 2, mitochondrial	-1.3	-1.2	< 10^-4^	0.05
CA371563	Ribonucleoside-diphosphate reductase large subunit	2.6	3.9	0.001	0.05

^1 ^According to both ANOVA (p < 0.01) and SAM (FDR < 0.15) analysis

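Acetylcholinesterase (AChE) fell on the HE diet by 1.00 on the log2 scale (standard error 0.235, adjusted p = 0.0808 from limma), from 2.98 ± 0.364 (SD, n = 8 livers) to 2.19 ± 0.287 in the L line and from 3.28 ± 0.362 to 2.06 ± 1.25 in the F line. The 5 transcripts grouped in Table 3 under generation of precursor metabolites and energy all had lower estimates. Only 6-phosphogluconate dehydrogenase fell at the threshold over all clones, and 2 passed adjusted over the list alone, a list chosen on these samples and so not independent evidence. Pyruvate carboxylase (PC), which feeds oxaloacetate into the citric acid cycle, had a difference of -0.34 (standard error 0.42, adjusted p = 1). The difference was -0.17 (adjusted p = 1) for the complex III subunit UQCRQ, -0.31 (adjusted p = 1) for the ATP synthase α subunit (ATPA) and -0.40 (adjusted p = 0.94) for the V-ATPase subunit d. The glucose transporter GTR11 stood at -0.55 (adjusted p = 0.97). The 5 named clones of the respiratory chain and ATP synthase had a median of -0.31, with none called and 2 adjusted over the list alone (camera adjusted p = 0.713). They passed by fry (adjusted p = 0.125) and by camera against all clones (adjusted p = 0.0026), but were named through the paper's results. The call of AChE was lost without the L-LE array on membrane 60 (adjusted p = 0.158) or 19 (0.158), the F-LE array on membrane 40 (0.161) or 24 (0.155) or the L-HE array on membrane 13 (0.166). Without the F-HE array of tank 3 on membrane 59 the estimate of PC turned to 0.04 (adjusted p = 0.952) and that of ATPA was -0.08 (adjusted p = 0.886). The respiratory clones that passed adjusted over the list alone numbered between 0 and 5 without any 1 of 15 arrays (the L-LE array on membrane 66, 60, 56, 53 or 19, the L-HE array on membrane 55, 33 or 17, the F-LE array on membrane 72, 54, 40 or 24 or the F-HE array on membrane 65, 59 or 14). UQCRQ had a difference of -0.28 without the F-LE array on membrane 62, and it passed without the 6 arrays of low correlation, a setting chosen after the data had been seen, at -0.43 (adjusted p = 0.0149).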

Several clones corresponding to enzymes involved in generation of precursor metabolites and energy (6-phosphogluconate dehydrogenase [6-PGD], pyruvate carboxylase [PC] and subunits of the respiratory chain complexes), amino acid metabolism (D-3-phosphoglycerate dehydrogenase [3-PGDH], cystathionine γ-lyase [CGL] and acetylcholinesterase precursor [AChE]) and proteolysis were also found to be significantly reduced in the livers of fish fed the HE diet compared to those fed the LE diet.

#### Hepatic transcripts affected by the selection procedure

The results derived from ANOVA (p < 0.01) and SAM (FDR < 0.15) analysis for global genetic selection effects (whatever the diet) on hepatic gene expression are summarized in Table 4. [For a complete list of genes identified as significantly different between the two lines according to each statistical approach see Additional file 2]. Seventy transcripts were found to be significant by both statistical methods. 

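A clone of 10-formyltetrahydrofolate dehydrogenase (FTHFD, clone 1RT110O02_C_H01), an enzyme of folate metabolism, had the smallest adjusted p between the lines, with a log2 difference between F and L of 0.75 (standard error 0.166, adjusted p = 0.629). It did not pass, and limma called 0 of 7763 clones, where 258 had an unadjusted p under 0.05. Two-way ANOVA at an unadjusted p under 0.01 called 53 clones, 36 higher and 17 lower in the F line, where chance gives 77.63. SAM called 9, 6 higher and 3 lower, all among those of the ANOVA. Of the clones called by ANOVA and SAM, 20 and 8 are listed in Additional file 2. The transferrin receptor (TFR1) and 5 of the 6 xenobiotic and oxidant transcripts of Table 5 were among the 11 of its 27 transcripts that passed the ANOVA. Adjusted over the list alone 20 of the 27 passed, a list the paper chose on these samples and so not independent evidence. FTHFD passed limma without the F-HE array of tank 1 on membrane 67 (adjusted p = 0.0813), and 1 other clone passed without the F-HE array of tank 3 on membrane 59. Leaving out that array, 417 clones had an unadjusted p under 0.05, the ANOVA called 102, 75 higher and 27 lower, and SAM 34, 30 higher and 4 lower. The ANOVA count was between 45 and 72 when any other array was left out, and SAM called between 14 and 30 without any 1 of 22 other arrays (the L-LE array on membrane 68, 66, 60, 56, 53 or 19, the L-HE array on membrane 34, 28, 23, 18, 17 or 13, the F-LE array on membrane 62, 61, 54, 24 or 5 or the F-HE array on membrane 67, 65, 39, 14 or 8), a setting chosen after the data had been seen.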

Transcripts involved in metabolic pathways accounted for 46% of the transcripts that had received a biological function (Table 4). 

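Ceramide kinase, which phosphorylates the sphingolipid ceramide, had a lower estimate in the F line, with a log2 difference of -0.62 (standard error 0.242, adjusted p = 0.999). On the LE diet it was at -0.42 ± 0.639 (SD, n = 8 livers) in the L line and -1.12 ± 0.709 in the F line (two-sided exact permutation test, p = 0.0581), and on the HE diet at -0.64 ± 0.722 and -1.17 ± 0.777 (exact p = 0.176). The nonspecific lipid-transfer protein (NLTP, sterol carrier protein 2) had a difference of 0.25 (standard error 0.2, adjusted p = 0.999), with exact permutation p = 0.234 on the LE diet and 0.533 on the HE diet. Neither passed over all clones by limma, and ceramide kinase alone of this pair passed adjusted over the list alone, within a list chosen by the paper on these samples. The F-LE array on membrane 62 had a ceramide kinase value of 0.42, against -1.83 to -0.80 in the other 7 livers of its group. The difference of NLTP was 0.10 (adjusted p = 0.958) without the F-HE array of tank 3 on membrane 59.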

Only two of these transcripts were involved in lipid metabolism (ceramide kinase 1 and a nonspecific lipid-transfer protein) (Table 5). A greater proportion of differential transcripts encoded for proteins involved in xenobiotic and oxidant metabolism (22.2%), generation of precursors and energy (6-PGDH, malate dehydrogenase [MDH], ubiquinol cytochrome c reductase), amino-acid metabolism (transcripts encoding for two aspartate aminotransferases [GOT], a betaine-homocysteine S-methyltransferase [BHMT] and a 4-aminobutyrate aminotransferase) and proteolysis (proteasome and protein ubiquitinylation components). 

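The 6 transcripts that the paper groups under xenobiotic and oxidant metabolism all had higher estimates in the F line, with a median log2 difference of 0.484. None passed over all clones by limma, and all 6 did so adjusted over the list alone. Cytochrome P450 2K4 (CP2K4) differed by 0.62 (standard error 0.168, adjusted p = 0.999), the 8-oxo-dGTPase (8ODP), which removes oxidized nucleotides, by 0.63 (adjusted p = 0.999), UDP-glucuronosyltransferase 2A1 (UDA1) by 0.40 (adjusted p = 0.999), the efflux transporter ABCG2 by 0.46 (adjusted p = 0.999) and the transcription factor MTF1 by 0.30 (adjusted p = 0.999). CP2K4 was higher in the F line on the LE diet (two-sided exact permutation test, p = 0.0112, 8 livers against 8) and on the HE diet (exact p = 0.00761). In a list of 5 clones of xenobiotic metabolism (CP2K4, UDA1, ABCG2, CYP2J2 and a dimethylaniline monooxygenase) 4 estimates were higher and that of CYP2J2 was lower (median 0.41, none called, 5 adjusted over the list alone, camera adjusted p = 0.0685, and adjusted p = 0.253 with an estimated correlation). An antioxidant list of 3, with 8ODP, methionine sulfoxide reductase (MSRA) and the thioredoxin-like protein TXN4A, which is a spliceosome protein, had a median of 0.38 and did not pass (camera adjusted p = 0.162), although it lay between 0.118 and 0.148 without any 1 of 11 arrays (the L-LE array on membrane 66, 20 or 19, the L-HE array on membrane 55, 33 or 17, the F-LE array on membrane 61, 54 or 24 or the F-HE array on membrane 8 or 7). In the energy group all 5 estimates were higher and both FTHFD clones passed adjusted over the list alone, the second clone, tcbk0009.o.05, with 1.05 (standard error 0.307, adjusted p = 0.999). The Rieske subunit of complex III (UCRI) differed by 0.31 (adjusted p = 0.999). The members of these lists were selected or named through the paper's results on these samples, so that their direction is not independent evidence. By fry both the xenobiotic list (adjusted p = 0.000112) and the antioxidant list (adjusted p = 0.00758) passed. Without the F-HE array of tank 3 on membrane 59 the xenobiotic list no longer passed by camera (adjusted p = 0.162) and the antioxidant median was 0.20. Adjusted over the list alone, the transcripts of the energy group that passed numbered 4 without the L-LE array on membrane 60 or the F-HE array on membrane 59 and 5 without the F-LE array on membrane 62 or the F-HE array on membrane 65. The difference of CP2K4 was 0.30 (adjusted p = 0.515) without the 6 arrays of low correlation, chosen after the data had been seen.

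**Figure D3:**
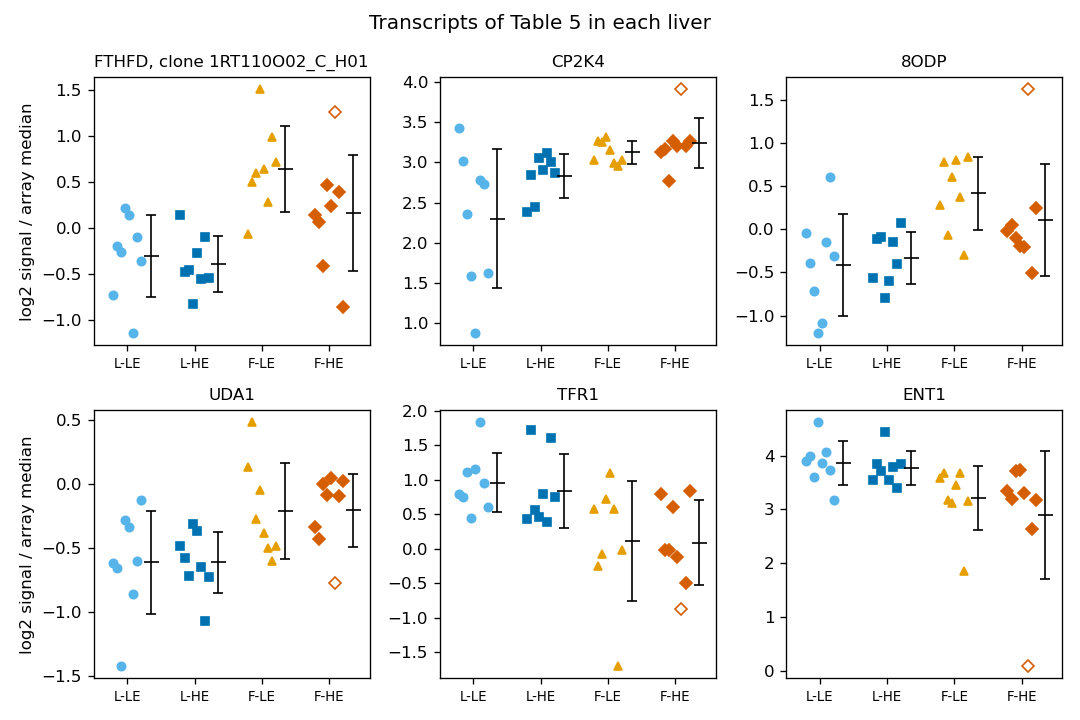
Level of 6 transcripts of Table 5 (log2 of the signal over the median of the array) in each of the 8 livers per group, with the mean and SD beside the points. FTHFD, CP2K4, 8ODP and UDA1 had higher means in the F line on both diets and TFR1 and ENT1 lower ones, and the open diamond is the F-HE array on membrane 59.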

All were expressed at higher levels in the F line than in the L line (Table 5).

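Of the 27 transcripts of Table 5, 22 had higher estimates in the F line and 5 had lower ones, with a median log2 difference of 0.30. The lower ones were TFR1, which takes up iron, at -0.80 (standard error 0.216, adjusted p = 0.999), the nucleoside transporter ENT1, at -0.76 (standard error 0.241, adjusted p = 0.999), nucleoside diphosphate kinase A (NDKA), at -0.30 (adjusted p = 0.999), ceramide kinase, and the histone methyltransferase SETB1, at -0.08 (adjusted p = 0.999). TFR1 was lower in the F line on the LE diet (two-sided exact permutation test, p = 0.0155) and on the HE diet (exact p = 0.02), and so was ENT1 (exact p = 0.00963 and 0.00637). The glycogen-targeting phosphatase subunit PPR3D differed by 0.66 (adjusted p = 0.999). None of the table passed over all clones by limma. The differences of NDKA and PPR3D were -0.19 (adjusted p = 0.926) and 0.44 (adjusted p = 0.692) without the F-HE array of tank 3 on membrane 59. The estimate of SETB1 turned to 0.10 (adjusted p = 0.969) without that array and to 0.04 without the F-LE array on membrane 62.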

**Table 4:** Overview of hepatic transcripts exhibiting differential expression between the two genotypes (F vs L)^1^

**Statistical analysis**	**ANOVA **(p < 0.01)	**SAM **FDR ≤ 0.15	**ANOVA∩SAM**
**Total**	**154**	**77**	**70**
**F > L**	90	65	58
**F < L**	64	12	12

**Transcripts with known biological function**	**127**	**64**	**58**

**Biological function**			
**Metabolism**	**47 (37.0%)**	**30 (46.7%)**	**27 (46.6%)**
*Lipid*	*(4.67%)*	*2 (3.1%)*	*2 (3.4%)*
*Precursor metabolites and energy*	*7 (5.5%)*	*6 (9.4%)*	*5 (8.6%)*
*Carbohydrate*	*2 (1.6%)*	*1 (1.6%)*	*1 (1.7%)*
*Amino acid and derivative*	*9 (7.1%)*	*6 (9.4%)*	*5 (8.6%)*
*Protein folding/synthesis/breakdown*	*11 (8.7%)*	*6 (9.4%)*	*5 (8.6%)*
*Xenobiotic and oxidant*	*7 (5.5%)*	*6 (9.4%)*	*6 (10.3%)*
*Purine and pyrimidine*	*3 (2.4%)*	*3 (4.7%)*	*2 (3.4%)*
*Iron*	*2 (1.6%)*	*1 (1.6%)*	*1 (1.7%)*
Transcription/translation	19 (15.0%)	3 (4.7%)	2 (3.4%)
Immune response	7 (5.5%)	5 (7.8%)	5 (8.6%)
Trafficking	11 (8.7%)	5 (7.8%)	5 (8.6%)
Signal transduction	7 (5.5%)	3 (4.7%)	3 (5.2%)
Cell cycle	9 (7.1%)	5 (7.8%)	4 (6.9%)
Extracellular matrix and structural components	9 (7.1%)	3 (4.7%)	2 (3.4%)
Others	18 (14.2%)	10 (15.6%)	10 (17.2%)

1 According to ANOVA (p < 0.01), SAM analysis (FDR < 0.15) and both statistical methods

**Table 5:** Hepatic transcripts exhibiting differential expression between the two genotypes (F vs L)^1^

***Biological function***		F/L ratio		ANOVA	SAM
				
GenBank Acc. N°	Best-hit Swiss-Prot description	LE diet	HE diet	P-value	FDR cut off
***Lipid metabolism (7.4%)***					
BX857103	Ceramide kinase	-1.6	-2.8	< 10^-3^	0.1
CA376046	Nonspecific lipid-transfer protein (NLTP)	1.4	1.1	10^-3^	0.1
***Generation of precursor metabolites and energy (18.5%)***					
CA366638	10-formyltetrahydrofolate dehydrogenase	1.8	1.5	< 5.10^-4^	0
CA342644	6-phosphogluconate dehydrogenase (6-PGDH)	2.0	1.3	0.002	0.15
BX860760	10-formyltetrahydrofolate dehydrogenase	2.0	1.9	0.003	0
CA351158	Malate dehydrogenase, cytoplasmic (MDH)	1.4	1.2	0.003	0.1
BX301878	Ubiquinol-cytochrome c reductase iron-sulfur subunit	1.6	1.4	0.006	0.1
***Carbohydrate metabolism (3.7%)***					
BX306300	Protein phosphatase 1 regulatory subunit 3D	1.3	1.5	0.008	0.15
***Amino-acid derivative metabolism (18.5%)***					
CA343008	Betaine-homocysteine S-methyltransferase (BHMT)	1.5	1.2	< 5.10^-4^	0
BX076291	Aspartate aminotransferase, mitochondrial (GOT2)	1.6	1.2	10^-3^	0.1
CA353510	Aspartate aminotransferase, mitochondrial (GOT2)	1.1	1.2	0.004	0.15
CA345122	4-aminobutyrate aminotransferase, mitochondrial (GABT)	1.4	1.1	0.004	0.15
CA365793	Histone H3-K9 methyltransferase 4	1.3	1.2	0.006	0.15
***Protein folding/synthesis/breakdown (18.5%)***					
CA345680	Calpain-9	1.3	1.1	< 5.10^-4^	0.15
CA362332	Ubiquitin-conjugating enzyme E2 E1 (UB2E1)	1.3	1.4	< 10^-3^	0.1
CA351453	α-1,3-mannosyl-glycoprotein				
	2-beta-N-acetylglucosaminyltransferase	1.3	1.2	< 10^-3^	0.1
CA342952	Proteasome subunit beta type 7 precursor (PSB7)	1.6	1.5	0.002	0.1
BX302854	Proteasome-associated protein ECM29 homolog	1.5	1.6	0.003	0.1
***Xenobiotic and oxidant (22.2%)***					
CA359966	UDP-glucuronosyltransferase 2A1 precursor	1.3	1.6	< 5.10^-4^	0
BX302905	Metal-regulatory transcription factor 1	1.2	1.4	0.003	0.1
CA387417	Stress-activated protein kinase 3 (MK12)	1.5	1.3	0.004	0.15
BX078145	7,8-dihydro-8-oxoguanine triphosphatase	1.8	1.0	0.004	0.15
BX305962	ATP-binding cassette sub-family G member 2	1.5	1.6	0.007	0.1
BX299516	Cytochrome P450 2K4	1.3	1.2	0.007	0.15
***Purine and pyrimidine metabolism (15%)***					
BX295336	Nucleoside diphosphate kinase A	-1.3	-1.1	< 5.10^-4^	0.15
CA381176	Equilibrative nucleoside transporter 1	-1.4	-1.4	< 10^-3^	0.15
***Iron metabolism (3.7%)***					
BX909008	Transferrin receptor protein 1	-1.6	-1.4	0.005	0.15

1 According to both ANOVA (p < 0.01) and SAM (FDR < 0.15) analysis

#### Hepatic transcripts involved in a line per diet interaction

Twenty-six transcripts for which the effects of the diet were dependent on genotype were detected by the two-way ANOVA. Two of these encoded for proteins involved in immune function, eight in cellular processes, and one in trafficking, four encoded for transcription factors, and ten were involved in metabolic pathways. 

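The diet effect on 8 named clones of amino acid metabolism, among them BHMT, GABT and 3-PGDH, was more negative in the F line than in the L line for all of them (median difference -0.60 on the log2 scale, none called, 2 adjusted over the list alone, camera adjusted p = 0.0562, and adjusted p = 0.661 with an estimated correlation). That on the 5 clones of cholesterol synthesis, such as ACAT2, was more negative in the F line as well (median -0.60, none called, 3 adjusted over the list alone, camera adjusted p = 0.135, and adjusted p = 0.661 with an estimated correlation). The clones were named through the paper's results on these samples, which is not independent evidence. The interaction sets L-LE and F-HE against L-HE and F-LE, and all arrays of low correlation but that on membrane 62 lie in L-LE or F-HE. Without these 6 arrays, chosen after the data had been seen, camera gave adjusted p = 0.00704 for amino acid metabolism and 0.345 for cholesterol synthesis. The ANOVA then called 76 interactions, and 29 with these arrays as a block. For single clones limma called 0 interactions (smallest adjusted p = 0.548), with 523 at an unadjusted p under 0.05 where chance gives 388.15. Two-way ANOVA called 53, fewer than the 77.63 that chance gives, 23 with a higher and 30 with a lower diet effect in the F line. Within the L line limma called 0 clones for diet (432 at an unadjusted p under 0.05), and within the F line 4, all lower (349). The cholesterol result was lost when any 1 of 18 arrays was left out (the L-LE array on membrane 68, 56, 45 or 20, the L-HE array on membrane 34, 33 or 17, the F-LE array on membrane 62, 61, 54, 11 or 5 or the F-HE array on membrane 67, 39, 14, 12, 8 or 7), with adjusted p from 0.157 to 0.297. The count within the F line became 0 without the F-HE array on membrane 67, 65, 59 or 8, the F-LE array on membrane 61, 54, 40, 24 or 11, the L-LE array on membrane 53 or the L-HE array on membrane 18 or 17, 1 without the F-HE array on membrane 39, 2 without the L-HE array on membrane 28 or 13 and 8 without the F-LE array on membrane 62. Within the L line it became 2 without the F-HE array on membrane 59 or 12 and 1 without the L-LE array on membrane 45. The interactions called by ANOVA numbered 80 without the L-LE array on membrane 60, 86 without the L-LE array on membrane 20, 89 without the L-LE array on membrane 66, 91 without the F-HE array on membrane 14 and 132 without the F-LE array on membrane 62, while those at an unadjusted p under 0.05 came to 300 without the L-LE array on membrane 68, 342 without the L-LE array on membrane 56, 344 without the L-LE array on membrane 53, 794 without the F-HE array on membrane 14 and 1107 without the F-LE array on membrane 62. The clones at an unadjusted p under 0.05 numbered 203 without the L-LE array on membrane 68, 252 without the L-LE array on membrane 53, 275 without the L-LE array on membrane 56, 718 without the L-LE array on membrane 20 and 1006 without the F-HE array on membrane 59 within the L line and 553 without the F-HE array on membrane 14 and 633 without the F-LE array on membrane 62 within the F line. Those adjusted over the list alone were between 0 and 4 without any 1 of 19 arrays (the L-LE array on membrane 68, 66, 60, 53 or 45, the L-HE array on membrane 55, 18 or 13, the F-LE array on membrane 72, 62, 54, 24, 11 or 5 or the F-HE array on membrane 67, 65, 59, 8 or 7) for amino acid metabolism and 0 without any 1 of 13 arrays (the L-LE array on membrane 68, 56, 53 or 45, the L-HE array on membrane 34, 33 or 17, the F-LE array on membrane 61, 54, 40 or 11 or the F-HE array on membrane 65 or 59) for cholesterol synthesis.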

The latter are represented in figure 1. It is of note that six of the ten significant interactions that concerned metabolic genes occurred in the F-LE group: transcript levels of four genes involved in lipid metabolism and energy production (glucose 6-phosphate dehydrogenase [*g6pd*], endothelial lipase [*lipg*], NADH dehydrogenase [ubiquinone] iron-sulfur protein 8 (*ndus8*), and cytochrome b-c1 complex subunit [*uqcrfs1*]) were increased in the F-LE group, whereas the expression of long-chain acyl-CoA synthetase 5 [*acsl5*], involved in the activation of long chain fatty acids, and ubiquitin carboxyl-terminal hydrolase [*usp5*], involved in proteolysis, were concomitantly decreased.

**Figure 1:**
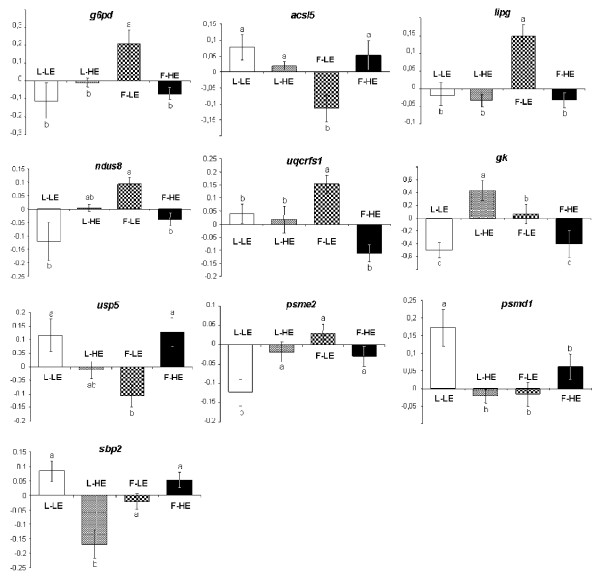
**Mean-centered, unit-normalized transcript levels of metabolism-related genes exhibiting significant line/diet interactions in the microarray experiment**. *g6pd*: glucose 6-phosphate dehydrogenase; *Acsl5*: long-chain acyl-CoA synthetase 5; *lipg*: endothelial lipase; *ndufs8*: NADH dehydrogenase [ubiquinone] iron-sulfur protein 8; *uqcrfs1*: cytochrome b-c1 complex subunit; *gk*: glucokinase; *usp5*: Ubiquitin carboxyl-terminal hydrolase 5; *psme2*: Proteasome activator complex subunit 2;*psmd1*: 26S proteasome non-ATPase regulatory subunit 1; *Sbp2*: selenium-binding protein 2. Data are presented as means of 6 samples ± SD. * P < 0.01.

#### Confirmation of microarray data by real time RT-PCR

Changes in gene expression demonstrated by microarray analysis were further confirmed with a small set of genes using real time RT-PCR performed on nine trout liver samples per experimental group, including the samples we used in the microarray experiment (see additional file 3). Genes were selected for each category of effects we observed, i.e. *fads2 *(encoding for the protein Δ6-FAD, or delta-6-desaturase) and *pgdh3 *(D3-phosphoglycerate dehydrogenase), which exhibited a significant diet-induced change, *got2 *(aspartate aminotransferase) and *mdh *(malate dehydrogenase), that were found to be differentially expressed between lines, *pgd *(6-phosphogluconate dehydrogenase), that was regulated by both factors, and finally *g6pd *(glucose-6-phospahte dehydrogenase) and *gk *(glucokinase), for which a line/diet interaction was detected. 

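On the arrays, the mean Δ6-FAD signal on the HE diet relative to LE, as a signed ratio in which a negative value gives the fold by which HE was lower, was -1.66 in the L line and -2.89 in the F line. For 3-PGDH the ratios were -1.01 and -1.51, and for 6-PGD -1.9 and -2.46. The ratio of F to L for malate dehydrogenase (MDH) was 1.33 on the LE diet (two-sided exact permutation test, p = 0.204, 8 livers against 8) and -1.01 on the HE diet (exact p = 0.975). Clone tcad0005.c.22 of mitochondrial aspartate aminotransferase (GOT2) had ratios of 1.34 and 1.13 (exact p = 0.178 and 0.357), and clone 1RT69F18_D_C09 of 1.45 and -1.06 (exact p = 0.00948 and 0.709). For 6-PGD the ratio of F to L was 1.42 on LE (exact p = 0.149) and 1.1 on HE (exact p = 0.623). Leaving out the F-HE array of tank 3 on membrane 59, the HE to LE ratio in the F line was -1.95 for Δ6-FAD, -1.35 for 3-PGDH and -2.14 for 6-PGD, and the F to L ratio on the HE diet -1.01 for MDH, 1.23 and 1.05 for the GOT2 clones and 1.26 for 6-PGD. The ratio of MDH turned to 1.15 without the F-HE array on membrane 65.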

The real time RT-PCR analysis of *fads2 *(delta-6-desaturase) not only confirmed the dietary effect detected by microarray analysis, but also revealed a significant line effect, with higher expression in the F line than in the L line.

### 2-D gel analysis of soluble liver proteins

Over 900 different spots were detected in at least one experimental condition, and 570 were detected in all four groups. According to the two-way ANOVA analysis, 265 protein spots showed a change in abundance between experimental conditions (p < 0.05). Of them, 70 were deemed to be of sufficient quality to allow peptide mass fingerprinting, and 36 yielded significant identities (see Additional file 4). Of the 36 proteins identified, 28 corresponded to proteins involved in metabolic pathways (78%). In particular, we identified two protein species of heart-type fatty acid binding protein (H-FABP), with different isoelectric points and molecular weights (figure 2). The best match for trypsin digest products from these two spots corresponded to the two EST printed on the microarray that we found to be differentially expressed using transcriptome analysis (Genbank accession numbers BX298066 and CU069693). We also identified two α-1 enolase and two transketolase protein species.

**Figure 2:**
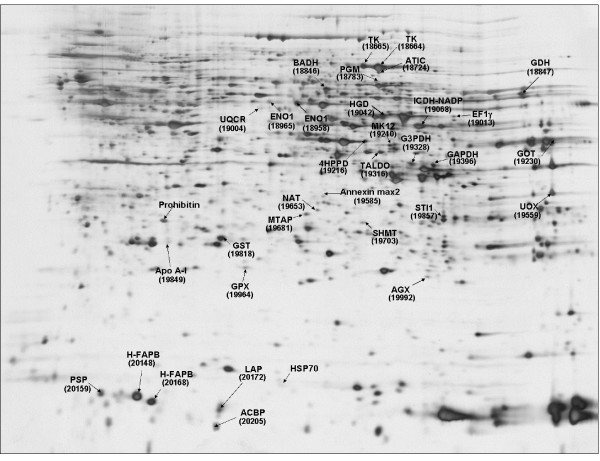
**Representative two-dimensional gel electrophoresis of rainbow trout liver proteins**. Total liver protein extract (150 μg) was separated first by IEF on 3–10 non-linear IPG drystrips, and then SDS-PAGE was performed on 12.5% polyacrylamide gel. The proteins were revealed by silver staining as described by Heukeshoiven and Dernick (1985). Differentially abundant proteins positively identified by trypsin digest fingerprinting are located by arrows, with their corresponding identity and spot ID.

Three proteins involved in intracellular lipid transport (two H-FABPs and ACBP) were reduced with the HE diet, in agreement with the results observed with the transcriptome analysis. In addition, the two H-FABPs showed greater abundance in the F line than in the L line, an effect that was not evidenced at the transcript level. 

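At the transcript level, clone tcav0002.b.06 of H-FABP had a log2 difference between F and L of 0.11 (standard error 0.289, adjusted p = 0.999) and clone tcay0002.n.16 of -0.14 (standard error 0.283, adjusted p = 0.999), neither past the threshold of limma. Within the LE diet the exact permutation p (two-sided, 8 livers against 8) was 0.0819 for tcav0002.b.06 and 0.419 for tcay0002.n.16, and within the HE diet 0.95 and 0.772. The F-HE liver on membrane 59 had H-FABP values of -1.30 and 0.04, against 2.29 to 3.34 and 3.88 to 4.95 in the other 7 livers of its group. Without it the difference was 0.37 (adjusted p = 0.899) for tcav0002.b.06 and turned to 0.13 (adjusted p = 0.94) for tcay0002.n.16.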

Glycerol-3-phosphate dehydrogenase (G3PDH) that is involved in phospholipid biosynthesis was also more highly expressed in the F line than in the L line. Finally, apolipoprotein A-1 (Apo A-1), the major protein in high-density plasma lipoprotein, was specifically up-regulated in the L line fed the HE diet (L-HE group).

Two proteins involved in the generation of precursor metabolites and energy were identified, i.e. NADP-dependent isocitrate dehydrogenase (ICDH-NADP), which was lower in fish fed the HE diet, and ubiquinol cytochrome c reductase, a component of the respiratory chain, that was more abundant in the F line than in the L line. ICDH-NADP was in addition markedly reduced in L fish fed the HE diet (L-HE group).

Six proteins involved in carbohydrate metabolism, particularly in glycolysis/gluconeogenesis (GAPDH, transaldolase, two α-1 enolase and two transketolase species) were expressed at lower levels in fish fed the HE diet compared to fish fed the LE diet. With regard to the selection effect, GAPDH, phosphoglucomutase (PGM), one α-enolase and one transketolase were more abundant in the F line than in the L line. In addition, line/diet interactions were observed for PGM, the two α-1 enolases and the two transketolases that were considerably less abundant in L fish fed the HE diet (L-HE group).

Several key enzymes involved in amino acid metabolism were identified: glutamate dehydrogenase (GDH) and alanine:glyoxylate aminotransferase (AGX), both involved in amino acid transamination, and betaine aldehyde dehydrogenase (BADH), involved in sulfur amino acid bioconversion pathways, were expressed at lower levels in fish fed the HE diet, whereas serine hydroxymethyl transferase was expressed at higher level in these fish. Aspartate aminotransferase (GOT), GDH, AGX and homogentisate 1, 2-dioxygenase (HGD) were detected in greater abundance in the F line than in the L line. In contrast, serine hydroxymethyltransferase (SHMT) and 4-hydroxyphenylpyruvate dioxygenase (4HPPD) were expressed at higher levels in the L line.

Finally, we identified four proteins related to oxidative cell status, i.e. glutathione peroxidase (GPX) and glutathione S transferase (GST), involved in the anti-oxidant process, as well as stress-activated protein kinase 3 (MK12) and arylamine N-acetyltransferase, that are induced by oxidative stress conditions. Lower levels of the two anti-oxidant enzymes were detected in the F line than in the L line, whereas the two stress-induced proteins were less abundant in the latter. Of these four proteins, only GPX showed a diet-induced change in abundance, with higher protein levels upon HE diet feeding.

## Discussion

### Agreement between transcriptome and proteome analyses

Transcriptome and proteome analysis constitute powerful tools for obtaining a view of the changes induced by genetic selection procedures and molecular adaptations to dietary treatments. The combination of the two approaches was justified in several respects. Indeed, the expression of a transcript and that of its corresponding protein are not necessarily related. Although much relevant information can be obtained from proteome analysis alone, the current proteomics technologies have some limitations of a technical order [21]. In addition, we are currently limited in the sequenced proteins available for fish species, in particular rainbow trout. About half of the spectra generated in this study led to significant protein identification. The combination of microarray and proteome analyses therefore makes it possible, to some extent, to get round the drawbacks associated with each method and to extract complementary information from these two independent methods.

In the present study, these two overall approaches provided consistent results. Some of the differentially expressed proteins we identified were also found on microarray to have altered mRNA levels (two H-FABPs, ACBP, GOT, GAPDH and the stress-activated protein kinase 3 [MK12]). 

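On the array, MK12 had a log2 difference between F and L of 0.51 (standard error 0.136, adjusted p = 0.999). It was higher in the F line on the LE diet (two-sided exact permutation test, p = 0.0191, 8 livers against 8) and on the HE diet (exact p = 0.0124), and its difference between HE and LE was -0.26 (adjusted p = 1). The glycolytic enzyme GAPDH was at 5.48 ± 0.749 (SD, n = 8 livers) in L-LE, 5.36 ± 0.225 in L-HE, 5.15 ± 0.364 in F-LE and 4.23 ± 2.26 in F-HE. Its difference between F and L was -0.73 (standard error 0.405, adjusted p = 0.999), with an exact permutation p of 0.289 on LE and 0.0166 on HE, all arrays included. This direction is opposite to that of the protein, which the paper reports as more abundant in the F line. Between HE and LE the difference of GAPDH was -0.52, the direction reported for the protein. It lay between -0.64 and -0.12 when each array was left out in turn. The GOT2 clones tcad0005.c.22 and 1RT69F18_D_C09 had line differences of 0.30 (standard error 0.173, adjusted p = 0.999) and 0.23 (standard error 0.138, adjusted p = 0.999). None of these passed over all clones by limma. For GAPDH the F-HE liver on membrane 59 lay at -1.33, against 4.52 to 5.46 in the other 7, and without it the line difference was -0.33 (adjusted p = 0.926).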

The changes in abundance detected for these proteins were in accordance with the changes observed at the mRNA level.

### Long term effects of a high energy/high lipid diet on the hepatic gene and protein expression profiles

One of the aims of the present study was to examine the changes in hepatic gene and protein expression profiles induced by long term feeding of a high energy/high fat diet. As could be expected, given the large number of genes that are transcriptionally regulated by dietary fatty acids, particularly PUFAs [22], a high proportion of the transcripts that showed differential expression between dietary groups were involved in lipid metabolism. Three proteins involved in intracellular fatty acid transport (one ACBP and two H-FABPs) exhibited lower abundance at both mRNA and protein levels in fish fed the HE diet. 

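The ACBP transcript (clone 1RT36I05_A_E03) was at 4.95 ± 0.694 (SD, n = 8 livers) in L-LE and 4.22 ± 0.157 in L-HE, and at 5.21 ± 0.403 in F-LE and 3.63 ± 1.91 in F-HE, in log2 units over the median of the array. It was lower on the HE diet in the L line (two-sided exact permutation test, p = 0.0155) and in the F line (exact p = 0.000311). The difference over both lines was -1.16 (standard error 0.349, adjusted p = 0.522), which did not pass over all clones by limma. A second ACBP clone, tcbk0030.c.13, had a smaller difference of -0.20 (standard error 0.131) and did not pass either. Among 7 clones of lipid transport (both ACBP clones, the H-FABP pair, CETP, NLTP and apolipoprotein A-I), 5 had lower and 2 had higher estimates on the HE diet (median -0.20, none called, 3 lower adjusted over the list alone, camera adjusted p = 0.713). They were named through the paper's results on these samples and are not independent evidence. Camera compared them with other clones named in the same way. They passed by fry (adjusted p = 0.0127) and by camera against all clones (adjusted p = 0.00097). Clone 1RT36I05_A_E03 passed over all clones without the F-HE array of tank 3 on membrane 59, at -0.82 (adjusted p = 0.0127), where 5 of the 7 passed adjusted over the list alone. From the coincidence of the change in H-FABP with lower activity of key lipogenic enzymes, the paper favours the assumption, made in zebrafish, that H-FABP may also carry fatty acids toward lipogenesis.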

H-FABPs belong to a family of small, cytosolic proteins that bind long-chain fatty acids and cholesterol. They are predominantly expressed in the heart, skeletal muscle and testes of mammals [23], but have been detected in a wider range of tissues, including the liver, in several fish species such as zebrafish, mummichog and lamprey [24-26]. Whereas H-FABP is thought to be involved in fatty acid uptake and transport toward mitochondrial β-oxidation in muscle tissues, as evidenced in mammals and Atlantic salmon [27-29], indications that H-FABP may also mediate intracellular fatty acid sequestration and transport toward the lipogenic process in the liver and oocytes have been reported in zebrafish [26]. Our results support the latter assumption, since the change in H-FABP level coincided with a decrease in the activity of key lipogenic enzymes [30]. ACBP is an intracellular lipid-binding protein that selectively binds medium and long chain acyl-CoA esters (C14–C22) with high specificity [31]. Studies in yeast [32] and the mouse [33] have suggested that ACBP may play a role in the synthesis of very long chain fatty acids, with dual regulation by both PPARα and SREBP-1, as for Δ5 and Δ6 desaturases [34]. The HE diet down-regulated the gene expression of 6-phosphogluconate dehydrogenase (*6-pgd*), a key enzyme of the pentose phosphate pathway that provides NADPH for the lipogenic process. 

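The 6-PGD transcript (clone tcac0006.o.18) had the smallest adjusted p for diet among the transcripts of Table 3. It fell on the HE diet by 1.11 on the log2 scale (standard error 0.2, adjusted p = 0.0161 from limma), from 2.86 ± 0.7 (SD, n = 8 livers) to 1.94 ± 0.315 in the L line (two-sided exact permutation test, p = 0.00389) and from 3.37 ± 0.621 to 2.07 ± 0.621 in the F line (exact p = 0.000466). A difference in the change between the lines was not detected, with an interaction of -0.37 (adjusted p = 0.62). 6-PGD stayed past the threshold when any 1 array was left out, and without the F-HE array of tank 3 on membrane 59, the lowest of its group, the difference was -1.01 (adjusted p = 0.0115). With tank means neither 6-PGD nor any other transcript of Table 3 passed.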

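Δ6-FAD (clone 1RT28E12_C_C06) was at 3.54 ± 0.368 (SD, n = 8 livers) in L-LE and 2.81 ± 0.516 in L-HE, and at 4.20 ± 0.712 in F-LE and 2.67 ± 1.7 in F-HE, on the log2 scale. The HE value was lower within the L line (two-sided exact permutation test, p = 0.00855) and within the F line (exact p = 0.00808). Over both lines the difference was -1.13 (standard error 0.328, adjusted p = 0.424) and did not pass over all clones by limma. Between the lines Δ6-FAD differed by 0.26 (adjusted p = 0.999), with an exact permutation p of 0.0384 on the LE diet and 0.93 on the HE diet. Without the F-HE array of tank 3 on membrane 59, whose value of -1.32 lay below the 2.29 to 4.04 of the other 7 F-HE livers, Δ6-FAD passed for diet, at -0.85 (adjusted p = 0.033), and its line difference was 0.55 (adjusted p = 0.726).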

The HE diet also decreased transcript level of Δ6-desaturase (Δ*6-fad*), a rate-limiting enzyme for the synthesis of highly unsaturated fatty acids (HUFAs). Fish oil is particularly rich in (n-3) polyunsaturated fatty acid and several studies performed in mammals [35] and salmonids [36-38] have demonstrated that a HUFA-rich diet reduces hepatic mRNA levels of Δ5- and Δ6-desaturases. Increasing the level of dietary (n-3) fatty acid supply has been shown to enhance enzymes of the antioxidant defense system such as GPX and catalase at both activity and mRNA levels [39]. Accordingly, we found that protein levels of GPX, a key enzyme in the antioxidant defense system, were increased in fish fed the HE diet, which contained 15% fish oil.

The protein abundance of GDH and AGX, two key enzymes of amino acid transamination and indicators of metabolic utilization of dietary amino acids, was lower in fish that received the HE diet. Some transcripts involved in proteasome-dependent proteolysis were also expressed at lower level with this diet. 

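The 6 transcripts of Table 3 in protein folding, synthesis and breakdown all had lower estimates on the HE diet (median log2 difference -0.41). Of these, 1 fell at the threshold over all clones and all passed adjusted over the list alone. The ubiquitin ligase STUB1 fell by 0.69 (standard error 0.137, adjusted p = 0.0282 from limma), from 1.50 ± 0.403 (SD, n = 8 livers) to 0.83 ± 0.231 in the L line and from 1.69 ± 0.432 to 0.97 ± 0.427 in the F line. Proteasome subunit β7 (PSB7, clone 1RT61L10_D_F05) had a difference of -0.83 (standard error 0.327, adjusted p = 1) and tripeptidyl peptidase 2 (TPP2), which trims peptides released by the proteasome, of -0.39 (standard error 0.151, adjusted p = 1). A second PSB7 clone, 1RT83D09_B_B05, had a smaller difference of -0.29 (standard error 0.0923, adjusted p = 0.643). The difference was -0.42 (adjusted p = 1) for the ubiquitin-conjugating enzyme UB2E1, -0.34 (adjusted p = 0.772) for the F-box protein FBXW2 and -0.30 (adjusted p = 1) for the chaperonin-like MKKS. Of 5 named proteasome clones, 4 had lower and 1 a higher estimate (median -0.17, none called, 2 adjusted over the list alone, camera adjusted p = 0.861). Of 7 clones of the ubiquitin system 4 were lower and 3 higher (median -0.02, none called, 3 adjusted over the list alone with 1 of them higher, camera adjusted p = 0.521). The proteasome list passed by fry (adjusted p = 0.122) and by camera against all clones (adjusted p = 0.0216), and the ubiquitin list by neither (0.662 and 0.788). These clones were selected or named through the paper's results on these samples, which is not independent evidence. TPP2 and MKKS also passed without the F-HE array of tank 3 on membrane 59, at -0.50 (adjusted p = 0.0376) and -0.40 (adjusted p = 0.137), where 3 proteasome clones were lower and 2 higher, and 5 of the ubiquitin system were lower and 2 higher. The median of the ubiquitin system lay between -0.04 and 0.04 when each array was left out in turn.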

Fish swiftly use proteins as oxidative substrates [40,41]. Thus, increasing non-protein energy-yielding nutrients such as lipids generally leads to a protein sparing effect, probably by redirecting dietary protein and amino acids from energy production toward tissue deposition [42,43]. This is consistent with the enhanced protein efficiency ratio and growth performance observed in fish fed the HE diet, as previously described [30]. 

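3-PGDH (D-3-phosphoglycerate dehydrogenase, the first step of serine synthesis) had a log2 difference between HE and LE of -0.30 (standard error 0.16, adjusted p = 1). In the F line it went from 1.20 ± 0.335 (SD, n = 8 livers) to 0.61 ± 0.517 (two-sided exact permutation test, p = 0.0042), and in the L line from 0.88 ± 0.655 to 0.87 ± 0.168 (exact p = 0.947). Cystathionine γ-lyase (CGL), which releases cysteine from cystathionine, had a difference of -0.35 (standard error 0.142, adjusted p = 1), with exact permutation p = 0.0283 in the F line and 0.256 in the L line. Neither passed over all clones by limma, nor did the interaction of line and diet for 3-PGDH, -0.58 (adjusted p = 0.548). In a list of 8 clones searched for as amino acid catabolism (3-PGDH, CGL, BHMT, GABT and a pair each of GOT2 and FTHFD clones), all estimates were lower on the HE diet (median -0.31, none called, 6 adjusted over the list alone, camera adjusted p = 0.515). Of these, 3-PGDH belongs to synthesis and FTHFD to folate metabolism, and all were named through the paper's results on these samples, which is not independent evidence. So were the clones that camera compared them with, so that camera cannot tell whether the list fell on the HE diet. The list passed by fry (adjusted p = 0.0127) and by camera against all clones (adjusted p = 5.08e-06), with the same limit of selection. Clone tcbk0009.o.05 of FTHFD passed for diet without the L-LE array on membrane 19 (adjusted p = 0.105). Of the list, 1 estimate was higher without the F-HE array of tank 3 on membrane 59, and those adjusted over the list alone numbered 3 without the L-LE array on membrane 66, the L-HE array on membrane 23 or 17 or the F-LE array on membrane 54 or 40.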

Feeding the HE diet was also associated with reduced levels of transcripts and proteins involved in sulfur amino acid bioconversion, such as 3-PGDH, CGL, or BADH. This might reflect a decrease in amino acid turnover in response to higher lipid supply, a nutritional context that would allow the cell to rely less heavily on the use of essential amino acids such as methionine to meet their energy requirements.

Long term feeding a diet supplemented in fish oil has been shown to induce substantial lowering of blood triglycerides (at least in part) by inhibiting the production and secretion of triglyceride-rich lipoprotein particles by the liver [44]. The plasma triglyceride level was consistently lower in fish fed the HE diet than in fish fed the LE diet. A reduction in lipogenesis associated to a stimulation of fatty acid oxidation in the liver, as suggested by our previous results [30], resulting from the higher level of fish oil provided by the HE diet might have decreased triglyceride and VLDL secretion in circulating blood.

### Hepatic transcripts and proteins affected by the selection procedure

In contrast to the results observed regarding the dietary effect on hepatic gene expression, the transcriptome analyses revealed minor changes in lipid metabolism induced by the selection procedure. However, the proteome approach yielded some complementary information, as higher levels of the two H-FABP proteins were present in the livers of the F line compared to the L line. This might have been due to post-transcriptional regulation, or to increased stability of these two proteins in the F line hepatocytes. 

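The 15 lipid transcripts that Table 3 lists for diet had line differences between -0.26 and 0.26 on the log2 scale, with 5 higher in the F line and a median of -0.07. By limma 0 of them had an unadjusted p under 0.05 between the lines. The ACBP clone 1RT36I05_A_E03 differed by -0.16 (adjusted p = 0.999), a second ACBP clone by 0.09 (adjusted p = 0.999) and the sterol isomerase EBP by -0.37 (standard error 0.147, adjusted p = 0.999). The 5 cholesterol synthesis clones had a median line difference of -0.14 (4 lower and 1 higher, none called, 1 adjusted over the list alone, camera adjusted p = 0.243), and the 7 lipid transport clones one of 0.09 (none called, camera adjusted p = 0.945). Without the F-HE array of tank 3 on membrane 59 the line differences of the 15 lay between -0.28 and 0.55. There 10 of the 15 were higher in the F line and 2 of the 15 had an unadjusted p under 0.05, and ACBP clone 1RT36I05_A_E03 turned to 0.17 (adjusted p = 0.94). The median was then 0.07 for the 15, 0.03 for cholesterol synthesis (3 of 5 higher) and 0.13 for lipid transport. The last lay between 0.01 and 0.11 when any other array was left out. The cholesterol list passed without the L-LE array on membrane 56 (adjusted p = 0.142).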

Abundance of G3PDH, involved in phospholipids biosynthesis, was also increased in F fish livers. In addition, real time RT-PCR measurement of *fads2*, encoding for the delta-6-desaturase, an enzyme involved in fatty acid desaturation, showed increased mRNA levels in the F line. All these results, together with increased gene expression of 6-PGD, a key enzyme that provide NADPH for lipogenic process, suggest greater hepatic lipid biosynthesis in the F line. This is in good agreement with the higher activity of acetyl-CoA carboxylase, as previously evidenced [30], although no differences in fatty acid synthase activity could be found between the two lines [30].

However, most of the alterations induced by the selection procedure we observed occurred in protein and amino acid metabolism. In particular, levels of mitochondrial aspartate aminotransferase (GOT), GDH and AGX, three key enzymes that play a major role in amino acid catabolism, were increased in the livers of F fish. 

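The 8 clones searched for as amino acid catabolism (3-PGDH, CGL, BHMT, GABT and a pair each of GOT2 and FTHFD clones) all had higher estimates in the F line, with a median log2 difference of 0.30. None was called over all clones, 6 passed adjusted over the list alone, and the list stood above the other named clones (camera adjusted p = 0.02, and adjusted p = 0.297 with an estimated correlation). Of the 6, only the FTHFD clones, of folate metabolism, had an unadjusted p under 0.05 by limma (8.1e-05 and 0.00178). For BHMT, GABT and the GOT2 clones it lay between 0.0594 and 0.109, and was 0.146 for each adjusted over the list alone. The camera adjusted p of the list lay between 0.0102 and 0.0474 when each array was left out in turn. Of the 17 amino acid and protein transcripts of Tables 3 and 5, 16 were higher in the F line, with a median of 0.22, and 3 had an unadjusted p under 0.05 by limma. Clones of the proteasome (5, median 0.04) and of the ubiquitin system (7, median 0.06) did not stand apart (camera adjusted p = 0.945 for both). All were selected or named through the paper's results on these samples, which is not independent evidence. Leaving out the F-HE array of tank 3 on membrane 59, 10 of the 17 had an unadjusted p under 0.05 (between 3 and 4 when any other array was left out), and the medians were 0.01 for the proteasome and 0.02 for the ubiquitin system. The clones of catabolism that passed adjusted over the list alone numbered between 2 and 3 without any 1 of 19 arrays (the L-LE array on membrane 68, 56, 53, 45 or 20, the L-HE array on membrane 28, 23 or 17, the F-LE array on membrane 72, 54, 40, 24 or 11 or the F-HE array on membrane 67, 39, 14, 12, 8 or 7). From higher levels of enzymes of amino acid catabolism and bioconversion and of proteolysis in the F line, the paper proposes an increased hepatic flux for energy production through amino acid metabolism.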

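Betaine-homocysteine S-methyltransferase (BHMT), which remethylates homocysteine to methionine, had a log2 difference between F and L of 0.38 (standard error 0.196, adjusted p = 0.999). On the LE diet it was at 2.95 ± 0.59 (SD, n = 8 livers) in the L line and 3.86 ± 0.541 in the F line (two-sided exact permutation test, p = 0.00622), and on the HE diet at 3.23 ± 0.25 and 3.09 ± 0.772 (exact p = 0.652). For 4-aminobutyrate aminotransferase (GABT) the difference was 0.31 (standard error 0.169, adjusted p = 0.999), with exact permutation p = 0.0168 on LE and 0.971 on HE. The interaction of line and diet, -1.05 (adjusted p = 0.548) for BHMT and -0.63 (adjusted p = 0.548) for GABT, did not pass. The proteasome-associated protein ECM29 had a line difference of 0.49 (standard error 0.153, adjusted p = 0.999), with exact permutation p = 0.0629 on LE and 0.0218 on HE. The difference was 0.31 (adjusted p = 0.999) for the protease calpain-9, 0.20 (adjusted p = 0.999) for UB2E1, 0.14 (adjusted p = 0.999) for PSB7 and 0.25 (adjusted p = 0.999) for the glycosyltransferase MGAT1. These 5 transcripts of Table 5 in protein folding, synthesis and breakdown all had higher estimates in the F line, 3 of them past the threshold adjusted over the list alone, a list the paper chose on these samples, and none passed over all clones by limma. The line differences of UB2E1 and PSB7 were 0.32 (adjusted p = 0.899) and 0.39 (adjusted p = 0.94) without the F-HE array of tank 3 on membrane 59, where 5 passed adjusted over the list alone. A second PSB7 clone, 1RT83D09_B_B05, had a line difference of 0.02 (adjusted p = 0.999) with all arrays.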

Transcripts and proteins that functioned in amino acid bioconversion (BHMT and GABT) and in proteasome-dependent proteolysis were also enhanced in this line. All these findings may reflect an increase in hepatic flux for energy production through amino acid metabolism in the F line compared to the L line. This is in agreement with the lower growth rate and protein efficiency observed for the F line [30]. Interestingly, some studies have reported strong evidence that amino acid catabolism may be negatively regulated by the peroxisome proliferator-activated receptor α (PPARα) in rodent liver [45-47]. In agreement with this, PPARα expression was lower in the F line than in the L line [30]. The increase in amino acid metabolism suggested here could thus be mediated through weaker inhibition of related genes by PPARα. This phenomenon has previously only been described in the mouse and rat. Although this remains to be confirmed by appropriate experiments in fish, the fact that such a mechanism might also operate in lower vertebrates would support the idea that regulation of amino acid metabolism by PPARα might be evolutionarily conserved throughout vertebrates.

The lower protein levels of two key enzymes in the antioxidant defense system (GPX and GST) observed in the F line might be explained by a lower production of reactive oxygen species (ROS) derived from fatty acid oxidation.

Taken together, all these findings suggest that a difference in nutrient utilization occurs between the two lines, the L line having a higher propensity to oxidize fatty acids than the F line [30], which may use comparatively more protein and amino acids for energy production. This difference in nutrient utilization could be at least in part orchestrated by PPARα, exerting opposing controls of fatty acid oxidation and amino-acid catabolism.

Plasma triglyceride levels were higher in the F line than in the L line. Increased fatty acid synthesis and decreased fatty acid oxidation in the liver of the F line might have led to enhanced fatty acid availability for triglyceride and subsequently VLDL production. Another hypothesis might be that a decreased extra-hepatic tissue lipid uptake in the F line compared to the L line also contribute to their higher blood triglyceride levels by lowering triglyceride clearance from plasma. Further analysis of the muscle and visceral adipose tissue lipid uptake should enlight this point.

### Comparing the effects of the HE diet and upward selection for muscle fat content on hepatic expression profiles

Significant effect exerted by both dietary treatment and genetic background were observed for some liver transcripts and proteins involved in processes such as cell cycle, transcription/translation, immune response and metabolic pathways. Overall, the HE diet and upward selection for muscle fat content exerted opposite effects in the liver. In particular, the expression of genes and proteins involved in lipid biosynthesis and amino acid and protein catabolism were decreased by the HE diet, and were increased in the F line compared to the L line. 

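Of the 19 clones called for diet by limma, 18 were lower on the HE diet and 15 of these, such as 6-PGD, GDF8 and STUB1, had higher estimates in the F line, none of which passed (smallest adjusted p = 0.999). Across all 7763 clones the HE minus LE and F minus L differences had a Pearson correlation of 0.338 and a Spearman correlation of 0.286. Clones are not independent replicates and both differences come from the same livers. Redrawing the group labels gave correlations with an SD of 0.486, and 76 of 100 draws, the real one included, were as large in size (permutation p = 0.76). In 1 random split of the livers of each group, with diet effects from one part and line effects from the other, the correlation was -0.22. No spread over such splits was computed, so that its sign is not settled. Over the clones called for diet alone the correlation was -0.746. Without MAPK5, the only one called higher, it was -0.376, an alternative chosen after the data had been seen. The correlation over all clones was 0.222 without the F-HE array of tank 3 on membrane 59.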

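Of the 17 transcripts of amino acid and protein metabolism in Tables 3 and 5, 16 had lower estimates on the HE diet and 15, such as GABT, STUB1 and ECM29, were also higher in the F line. The 15 lipid transcripts of Table 3, which include transport (CETP) and β-oxidation (ECHA) besides biosynthesis, were all lower on the HE diet, and 5 were also higher in the F line, 10 without the F-HE array of tank 3 on membrane 59. The line difference was 0.32 (adjusted p = 0.999) for 6-PGD and 0.26 (adjusted p = 0.999) for Δ6-FAD. Over the whole of Table 3, 34 of 37 were lower on the HE diet and 21 were both lower on HE and higher in F, and over Table 5 the numbers were 21 and 16 of 27. Both tables were chosen by the paper on these samples, so that none of these directions is independent evidence. By limma over all clones 5 of the transcripts of Table 3 passed for diet (30 adjusted over the list alone), a list the paper chose on these samples and so not independent evidence. Leaving out membrane 59, 13 of them passed, and between 4 and 6 when any other array was left out, while none passed with tank means.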

Some transcripts and proteins were involved in line/diet interactions, but they did not fall into function-related groups, except for the protein involved in glycolysis/neoglucogenesis, the abundance of which was decreased in the livers of fish from the L-HE group. Gene expression level of GK, a key enzyme of glycolysis that plays a major role in glucose homeostasis, was particularly high in the L-HE group compared to the three other groups. We are currently not able to explain the magnitude of changes observed for GK gene expression, since these changes are not correlated with glycaemia. This might reflect a disturbance of carbohydrate metabolism in the L line. Further analyses are needed, such as glucose tolerance test or post-prandial kinetics of glycaemia and GK gene expression. The relative few number of genes and proteins affected by both factors as well as line/diet interactions observed in the present work is in agreement with the results derived from our previous study [30]. All together, these results suggest that the dietary treatment and the genetic selection used in this study to manage muscle fattening are likely to act through different metabolic actors in the liver. The present study reveals that the cumulative effect exerted by the genetic selection and the high energy diet on muscle fattening is not associated with cumulative changes of hepatic metabolic pathways.

## Conclusion

The combination of liver transcriptome and proteome analysis led to the identification of several molecules that responded to the dietary treatments and the genetic selection for muscle fattening.

The increase in dietary energy and lipid supply provided by the HE diet induced significant changes in the hepatic transcriptome and proteome. The present findings confirmed the effects of long term feeding of a high-PUFA diet on the expression of genes and proteins involved in fatty acid desaturation and anti-oxidant metabolism previously described in mammals, suggesting that the underlying molecular mechanisms are evolutionarily conserved. The use of high throughput technologies led to the identification of previously unappreciated molecular actors, such as those involved in amino acid and protein metabolism, which responded to long term feeding with a high energy/high fat diet. They provide complementary information on the effects of dietary fat levels on genes involved in the regulation of energy metabolism.

Although muscle was the direct target, the selection procedure applied significantly affected hepatic metabolism. The main changes observed were in transcripts and proteins involved in amino acid and protein catabolism that were higher in the F line than in the L line. Some transcripts involved in lipogenesis were also increased in the F line compared to the L line. To our knowledge, the present study is the first that provides insights into the hepatic metabolic changes associated with differences in body fat distribution in a context of similar whole body fat content. We identified genes and proteins that could be used as markers to prevent excess muscle fat accumulation.

Further analysis of the muscle and visceral adipose tissue transcriptome and/or proteome will provide greater understanding of the mechanisms that are responsible for the differences in fat allocation between the two lines and of the fattening effects of a high energy/high fat diet on these body compartments.

## Methods

### Experimental animals and diets

The animals used in this study were the same as those described in Kolditz et al. [30]. Briefly, two lines of rainbow trout, a lean muscle line (L) and a fatty muscle line (F), were obtained after three generations of divergent selection for high or low muscle fat content, evaluated using a non-destructive method (Distell Fish Fatmeter) in live fish. Triplicate groups of fish of both lines were fed diets containing either 100 g (LE diet) or 230 g (HE diet) lipids/kg dry matter, from the first feeding for six months. Both diets were made from the same fishmeal-based mixture. About 15% fish oil was added to the HE diet to create a large difference in lipid content between the two diets. The inclusion of fish oil in the HE diet resulted in an increase in the overall energy content of the HE diet (+13%) compared to the LE diet. The main change in nutrient content involved the lipid fraction (+135% higher level in the HE diet) with an increase in n-3/n-6 polyunsaturated fatty acids ratio (+67% in the HE diet). Minor changes occurred in protein and starch content, both being decreased in the HE diet (-11% and -24%, respectively) as a consequence of a dilution effect (Table 6). At the end of the 6 month feeding trial, all fish were anesthetized with 2-phenoxyethanol at the recommended dose for surgical procedures (0.2 ml/l) 24 hours after the meal, and individually weighed. Nineteen fish per tank were sacrificed by a sharp blow on the head. Livers and viscera were weighed in order to calculate the hepato-somatic index (HSI (%) = [100 × (liver weight/body weight)]), and the viscero-somatic index (VSI (%) = [100 × (total viscera weight/body weight)]). Fillets from the left side of the fish were kept after trimming and skin removal as samples for analysis of lipid content. The livers of three fish per tank were sampled under RNAse-free conditions to perform gene and protein expression analysis. All the tissue samples were frozen in liquid nitrogen and stored at -80°C until analysis. The experiment was conducted according to the *National Guidelines for Animal Care of the French Ministry of Research*.

**Table 6:** Chemical composition of experimental diets

**Diets**	**LE**	**HE**
DM (%)	93.0	93.3
Protein (% DM)	57.6	51.1
Lipid (% DM)	9.8	23.1
n-3 FA/n-6 FA	1.5	2.5
Starch (% DM)	12.1	9.2
Energy (kJ/g DM)	21.0	23.8

DM, Dry Matter; FA, Fatty acids

### RNA extraction

The RNA extracts used for the present microarray and real time PCR analyses were the same as used by Kolditz et al. [30]. Total RNA was extracted from 9 individual livers per experimental condition using the TRIzol reagent method (Invitrogen, Carlsbad, CA, USA). Total RNA was quantified using spectrophotometry based on absorbance at 260 nm, and integrity was ascertained using the Agilent 2100 Bioanalyzer (Agilent Technologies, Kista, Sweden).

### cDNA microarray production

Nylon microarrays were obtained from the INRA-GADIE Biological Resources Center (Jouy-en-Josas, France) [48]. The microarrays contained 9023 distinct rainbow trout cDNAs originating from a normalized multi-tissue library [49]. Positive (luciferase) and negative (water) controls were also spotted on each microarray. This rainbow trout generic array was deposited in the Gene Expression Omnibus (GEO) database (Platform# GPL3650) [50].

### Microarray hybridization

Six hepatic RNA samples out of the 9 that were extracted from each experimental condition were randomly chosen and used for microarray hybridization at the INRA UMR1067 transcriptome facility (St-Pée-sur-Nivelle, France). A first hybridization was performed at 42°C for 48 h using a ^33^P-labelled oligonucleotide (TAATACGACTCACTATAGGG, sequence which is present at the extremity of each PCR product) to monitor the amount of cDNA in each spot. After stripping (3 hours 68°C, 0.1× SSC, 0.2% SDS), arrays were prehybridized for 1 h at 42°C in hybridization solution (5× Denhardt's, 5× SSC, 0.5% SDS). Labelled cDNAs were prepared from 3 μg of RNA by simultaneous reverse transcription and labelling for 1 hour at 42°C in the presence of 30 μCi [alpha-^33^P] dCTP, 0.6 μl 120 μM cold dCTP, 0.6 μl 20 mM dATP, dTTP, dGTP and 200 units SuperScript™ III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA) in 30 μL final volume. RNA was degraded by treatment at 68°C for 30 min with 1 μl 10% SDS, 1 μl 0.5 M EDTA and 3 μl 3 M NaOH, and then equilibrated at room temperature for 15 min. Neutralization was done by adding 10 μl 1 M Tris-HCl plus 3 μl 2N HCl. 2 μg of PolydA 80 mers were then added to the solution to saturate polyA tails. Arrays were incubated with the corresponding denatured labelled cDNAs for 48 h at 65°C in hybridization solution. After 3 washes (1 hours 68°C, 0.1× SSC 0.2% SDS), arrays were exposed 60 hours to phosphor-imaging plates before scanning using a FUJI BAS 5000.

### Microarray signal processing

Signal intensities were quantified using AGScan software [51], and normalization was performed using BASE software (BioArray Software Environnement), a MIAME-compliant database available at the bioinformatics facility SIGENAE [52]. Spots with an oligonucleotide signal lower than three times the background level were excluded from the analysis. After this filtering step, signal processing was performed using the vector oligonucleotide data to correct each spot signal according to the actual amount of DNA present in each spot. After correction, the signal was normalized by dividing each gene expression value by the median value of the array and then log transformed. Microarray data from this study have been deposited in the GEO database (Series# GSE12031) [50].

### Statistical analysis of microarray data

A total of 7740 clones out of 9023 (86%) passed through the background filter and were kept for further analysis. 

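In the deposited values 41354 cells on the 32 arrays were marked as excluded. Requiring at least 5 values in each of the 4 groups kept 7763 clones and left out 1260, and 7503 clones had a value on all 32 arrays. The clones of ACBP, 6-PGD and Δ6-FAD, and all other transcripts of Tables 3 and 5, were among those kept.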

To evaluate potential interactions of diet and genotype, variations in gene expression were analyzed by two-way ANOVA (*p *< 0.01) for each gene, using Tiger TMEV 3.1 software [53], with dietary treatment and genotype as independent variables. When interactions were significant, means were compared using the Student Newman Keuls test. Analysis of the global effect of each mean factor (diet or genotype) was complemented by a two class unpaired comparison of Significance Analysis of Microarray (SAM) [54] using the Microsoft Excel software. The SAM analyses were performed on the whole set of data using different FDR cut offs (from 0 to 25% estimated false positives) on the following group comparisons: 1) HE vs LE, whatever the line 2) L vs F, whatever the diet. We chose a moderate FDR cut off of 0.15 that allow sufficient power while keeping the estimated number of false positives acceptable. Only transcripts concordantly identified by both statistical approaches were considered in the present study to assess the global effect of the diet on one hand, of the genotype on the other hand. Their expression ratios were calculated as 10^log(A)-log(B)^, A and B being respectively the mean expression value of HE and LE calculated within each line, or F and L, calculated within each dietary group.

### Data mining

Rainbow trout sequences originating from INRA AGENAE [55] and USDA [56] EST sequencing programs were used to generate publicly available contigs. The 8th version (Om.8, released January 2006) was used for BlastX [57] comparison against the Swiss-Prot database (January 2006) [58]. This was performed automatically for each EST spotted onto the membrane and used to annotate the 9023 clones of the microarray. For all genes identified as differentially abundant in the transcriptome analysis, ontologies were obtained using the GoMiner software [59] and complemented when necessary with information from the literature. When feasible, functional categories were allocated as they related to liver biology.

### Gene expression analysis: qRT-PCR

Nine individual samples per experimental condition were used as biological replicates, including the six samples used for microarray hybridization. Real-time PCR measurements were performed as described in Kolditz et al. [30] on a set of genes selected for each category of effects observed (dietary effect alone, selection effect alone, dietary effect + selection effect, line/diet interaction). The Genbank accession numbers, the sequences of the forward and reverse primers and the corresponding annealing temperature used for each gene tested for its expression are described in Additional file 5. Relative quantification of the target gene transcript with *ef1α *reference gene transcript [60] was made following the method described by Pfaffl [61] using the equation 1. The effect of dietary treatment, lines and line/diet interaction on real-time PCR data were tested using the statistical software SAS^® ^by means of a two-way ANOVA. Differences were considered significant when the probability level was < 0.05. When interactions were significant, means were compared using the Student-Newman-Keuls test.

### Protein extraction

Five individual liver samples for each experimental condition were used for proteome analyses. They were randomly chosen among the 6 animals per condition used for microarray analysis. Samples (100 mg) of frozen tissue were homogenized in lysis buffer (8 M urea, 4% (w/v) CHAPS, 40 mM Tris-HCl, 1 mM EDTA, 50 mM DTT, 1 mM AEBSF, 10 μM E-64) at room temperature, using an Ultra-Turrax homogenizer. Following homogenization, the tissue lysates were first centrifugated at 15,000 g for 30 min at 18°C, and subsequent supernatants were then centrifugated at 105,000 g for 1 hour at 18°C to remove any insoluble particles. The supernatant was then added to 1% (w/v) IPG buffer pH 3–10 NL (Amersham Biosciences) and stored at 70°C until gel electrophoresis was performed.

### Two-dimensional polyacrylamide gel electrophoresis

Gels were made in triplicate for each sample. Samples (150 μg total proteins) were diluted to 450 μL with DeStreak solution supplemented with 0.5% IPG buffer pH 3–10 NL (Amersham Biosciences). After incubation for 1 hour at room temperature, samples were loaded onto a 24 cm nonlinear immobiline dry strip, pH range 3–10 (IPG drystrips 3–10 NL, 24 cm; Amersham Biosciences). Isoelectric focusing (IEF) was performed using an IPGphor IEF system (Amersham Biosciences). After active in-gel sample rehydration, carried out at 30V over 12 hours, proteins were focused using five phases of stepped voltages from 200 to 8000 V, with total focusing of 78,810 Vh (all stages at 2 mA and 5 W). The strips were then equilibrated twice for 15 min with gentle shaking in equilibration solution containing 6 M urea, 50 mM Tris-HCl buffer, 30% glycerol, 2% SDS. DTT (65 mM) was added to the first equilibration solution in order to reduce disulfide bridges. Iodoacetamide (2.5%) and 0.5% bromophenol blue were added to the second solution. SDS-PAGE was then carried out using an Ettan Dalt6 unit (Amersham Biosciences). The IPG strip was laid onto a 12.5% constant concentration polyacrylamide slab gel (24 × 18 cm). Running was conducted using a two-step program, with 2.5 W/gel for 40 min, and then increased to 17 W/gel for 4 hours. For subsequent image analysis, fixed 2-D gels were silver-stained as described by Heukeshoven and Dernick [62]. Molecular masses of the proteins were determined by coelectrophoresis with standard protein markers. Isoelectric points were determined according to the IPG strip manufacturer's specifications.

### Analysis of 2D gels

The gels were scanned at a resolution of 200 dpi using an ImageScanner apparatus (GE Healthcare) and stored as TIF files. Subsequent analysis of the gel images was performed using the software package Image Master 2D Platinum Version 5.0 (Amersham Biosciences). Protein spots were detected using an automated procedure from the software combined with manual editing to remove artefacts. A reference gel was developed using 200 μg of total protein from a pool of all sample protein extracts in order to represent all the proteins they expressed, and against which all the remaining gels were matched using standard routines from the software. After the matching procedure, all protein spots were assigned a spot number from the reference gel. Individual protein spot abundance was determined by the area of the spot, multiplied by the density and referred to as the volume. The spot volumes were normalized to the total volume of all proteins detected on each gel. The normalized spot volume is described as the abundance of a particular protein spot. Data were subsequently analyzed using two-way ANOVA. The level of significance of difference was set at P < 0.05.

### Protein identification by peptide mass mapping

For protein identification, proteins resolved by 2D-PAGE were detected using silver staining compatible with protein mass spectrometry identification, as described by Yan et al. [63] and Coomassie Blue G250 [64]. Sample loading was increased from 150 μg to 600 μg. Proteins of interest were excised from the stained gel and subjected to in-gel trypsin digestion, as described by Com et al. [65]. The eluted peptides were subsequently analyzed by mass fingerprinting in a Matrix-assisted laser desorption time of flight (MALDI-TOF) mass spectrometer (Bruker Daltonics, Bremen, Germany). For protein identification, trypsin peptide masses were used to search the National Center for Biotechnology Information (NCBI) non-redundant sequences database using the MASCOT search program [66]. To utilize the EST nucleotide sequences now available for salmonid fish (108,000 sequences), the trypsin digest products were searched for in a database containing all fish cDNA sequences available (last update September 2006).

## Authors' contributions

CIK performed sample preparation, microarray hybridizations, bidimensional-electrophoresis, integrated the data and drafted the manuscript. GP contributed to the proteome analysis. MB performed quantitative RT-PCR. DE produced the microarrays. MS participated to statistical analysis. FL supervised the proteome analysis. FM supervised the whole study, conceived the experimental design, formulated diets and participated in writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Transcripts exhibiting differential expression between the two dietary treatments (HE vs LE). The data provided represent the complete list of transcripts exhibiting differential expression between the two dietary treatments (HE vs LE) derived from each statistical method (ANOVA, p < 0.01 and SAM, FDR cut-off = 0,15). Click here for file

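This file names 170 different clones with a value on enough arrays to be tested here. By limma over all clones 18 of them were called for diet, 6-PGD, GPR4 and MAPK5 among them. Of the 165 with an ANOVA p in the file, 53 had p under 0.01 when the ANOVA was run on the 32 arrays. The clones were chosen by the paper on these samples, which is not independent evidence.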

Additional file 2 Transcripts exhibiting differential expression between the two genetic lines (F vs L). The data provided represent the complete list of transcripts exhibiting differential expression between the two lines (F vs L) derived from each statistical method (ANOVA, p < 0.01 and SAM, FDR cut-off = 0,15). Click here for file

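This file names 161 different clones, of which limma over all clones called 0 between the lines, and 20 of the 154 with an ANOVA p in the file had p under 0.01 on the 32 arrays. It shares 18 clones with Additional file 1, and for 16 of these, 6-PGD among them, the estimates for the HE diet and for the F line had opposite signs. On the 31 arrays other than the F-HE array of tank 3 on membrane 59 that ANOVA gave 36 with p under 0.01. EBP, lower on the HE diet and in the F line, is an exception to the opposite signs. The clones of both files were chosen by the paper on these samples, so that these signs are not independent evidence.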

Additional file 3 Hepatic mRNA level of selected genes measured by RT-PCR (controls of the microarray data). mRNA levels of delta-6-desaturase, D-3-phosphoglycerate dehydrogenase, 6-phosphogluconate dehydrogenase, malate dehydrogenase, glucose 6-phosphate dehydrogenase and glucokinase in the liver of trout of both lines fed the diet LE or HE. Expression values (arbitrary units) are normalized with α-elongation factor 1 (EF1α)-expressed transcripts. Click here for file

Additional file 4 Hepatic proteins exhibiting differential expression between the experimental groups. The data provided represent the complete list of liver proteins exhibiting differential expression according to two-way ANOVA (p < 0.05), and positively identified by trypsin digest fingerprinting. Click here for file

Additional file 5 Accession numbers and primer sequences of genes selected for analysis by real time RT-PCR. Reverse and forward primer sequences and annealing temperature used to measure expression of 8 selected genes by real time RT-PCR. Click here for file

# Supplementary material for: Changes induced by dietary energy intake and divergent selection for muscle fat content in rainbow trout (Oncorhynchus mykiss), assessed by transcriptome and proteome analysis of the liver
**Source:** BMC Genomics. 2008 Oct 29;9:506. doi: 10.1186/1471-2164-9-506
**Supplement:** Additional file 3 — Hepatic mRNA level of selected genes measured by RT-PCR (controls of the microarray data). mRNA levels of delta-6-desaturase, D-3-phosphoglycerate dehydrogenase, 6-phosphogluconate dehydrogenase, malate dehydrogenase, glucose 6-phosphate dehydrogenase and glucokinase in the liver of trout of both lines fed the diet LE or HE. Expression values (arbitrary units) are normalized with α-elongation factor 1 (EF1α)-expressed transcripts.

**Additional file 3.** Hepatic mRNA level of selected genes measured by RT-PCR (controls of the microarray data)

|  | **L line** | | **F line** | |  |  | P-values |  |  | HE/LE ratio | |  | F/L ratio | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Diet | **LE** | **HE** | **LE** | **HE** |  | Diet | Line | Line*Diet |  | L line | F Line |  | LE diet | HE diet |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| ***fads2*** | 1.190.08 | 0.560.04 | 1.600.08 | 0.830.06 |  | *<10-4* | *<10-4* | 0.30 |  | -2.1 | -1.9 |  | 1.3 | 1.5 |
| ***pgdh3*** | 2.10.16 | 1.40.42 | 2.60.40 | 1.0 0.17 |  | *<10-3* | 0.88 | 0.10 |  | -1.5 | -2.6 |  | 1.2 | -1.4 |
| ***pgd*** | 0.930.12 | 0.580.03 | 1.650.23 | 0.820.13 |  | *<10-4* | *0.002* | 0.11 |  | -1.6 | -2.0 |  | 1.8 | 1.4 |
| ***mdh*** | 0.900.07 | 0.960.02 | 1.180.06 | 1.110.05 |  | 0.92 | *<10-3* | 0.27 |  | -1.1 | -1.1 |  | 1.3 | 1.2 |
| ***got2*** | 1.010.11c | 0.980.06c | 1.810.13a | 1.280.15b |  | *0.03* | *<10-4* | *0.04* |  | -1.0 | -1.4 |  | 1.8 | 1.3 |
| ***g6pd*** | 0.850.11b | 0.590.04c | 1.300.13a | 0.540.03c |  | *<10-4* | *0.04* | *0.01* |  | -1.4 | -2.4 |  | 1.5 | -1.1 |
| ***gk*** | 0.900.26d | 14.725.25a | 4.761.69b | 3.080.98c |  | 0.17 | 0.50 | *<0.01* |  | 16.3 | -1.5 |  | 5.3 | -4.8 |

mRNA was prepared from individual livers (n=9 per group), and included the 6 samples used for microarray analysis. Data, expressed in arbitrary units, are means  SE of 9 samples performed in duplicate. ***fads2***, delta-6-desaturase; ***pgdh3***, D-3-phosphoglycerate dehydrogenase; ***pgd***, 6-phosphogluconate dehydrogenase; ***mdh***, malate dehydrogenase; *g6pd,* glucose 6-phosphate dehydrogenase**;** ***gk,*** glucokinase. Expression values are normalized with α-elongation factor 1 (EF1α)-expressed transcripts.  a, b, c, d P< 0.05. Means not sharing a common letter are significantly different from each other.

# Supplementary material for: Changes induced by dietary energy intake and divergent selection for muscle fat content in rainbow trout (Oncorhynchus mykiss), assessed by transcriptome and proteome analysis of the liver
**Source:** BMC Genomics. 2008 Oct 29;9:506. doi: 10.1186/1471-2164-9-506
**Supplement:** Additional file 4 — Hepatic proteins exhibiting differential expression between the experimental groups. The data provided represent the complete list of liver proteins exhibiting differential expression according to two-way ANOVA (p < 0.05), and positively identified by trypsin digest fingerprinting.

**Additional file 4.** Hepatic proteins exhibiting differential expression between the experimental groups1

| ***Biological process*** | | Highest | L line | | F line | | p-value | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Spot ID | Homology (*species*) | mascot score | LE diet | HE diet | LE diet | HE diet | Diet | Line | Line*Diet |
| ***Lipid metabolism*** | |  |  |  |  |  |  |  |  |
| 20148 | Heart-type fatty acid binding protein (H-FABP) *(O.mykiss)* | 98/69 | 0.771 ± 0.048 | 0.597 ± 0.045 | 0.879 ± 0.053 | 0.690 ± 0.054 | *<10-3* | *0.049* | 0.88 |
| 20168 | Heart-type fatty acid binding protein (H-FABP) *(O.mykiss)* | 81/69 | 0.294 ± 0.044 | 0.200 ± 0.011 | 0.456 ± 0.031 | 0.268 ± 0.027 | *<10-4* | *<10-3* | 0.13 |
| 20205 | Acetyl coenzyme A binding protein (ACBP) (*O. mykiss*) | 80/69 | 0.179 ± 0.018 | 0.136 ± 0.011 | 0.176 ± 0.017 | 0.101 ± 0.022 | *10-3* | 0.26 | 0.35 |
| 19849 | Apolipoprotein A-I (Apo A-I) *(O. Mykiss)* | 111/69 | 0.129 ±0.020 | 0.182 ± 0.018a | 0.144 ±0.023 | 0.101 ± 0.013 | 0.80 | 0.095 | *0.016* |
| 19328 | Glycerol-3-phosphate dehydrogenase (G3PDH) (*S. Salar*) | 133/69 | 0.178 ± 0.013b | 0.164 ± 0.011b | 0.209 ± 0.013b | 0.208 ± 0.027b | 0.66 | *0.024* | 0.69 |
| ***Generation of metabolite precursors and energy*** | |  |  |  |  |  |  |  |  |
| 19068 | Isocitrate dehydrogenase, NADP-dependant (ICDH-NADP) | 78/78 | 0.294 ± 0.027a | 0.098 ± 0.018c | 0.259 ± 0.022a | 0.164 ±0.026b | *<10-6* | 0.51 | *0.034* |
| 19004 | Ubiquinol cytochrome c reductase (UQCR) *(O. mykiss)* | 80/78 | 0.021 ± 0.003 | 0.020 ± 0.003 | 0.027 ± 0.002 | 0.028 ± 0.003 | 0.92 | *0.016* | 0.68 |
| ***Carbohydrate metabolism*** | |  |  |  |  |  |  |  |  |
| 19396 | Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) *(S.trutta)* | 103/69 | 0.183 ± 0.023 | 0.089 ± 0.012 | 0.237 ± 0.020 | 0.147 ± 0.011 | *<10-5* | *0.004* | 0.92 |
| 18965 | Alpha-1 enolase-1 (ENO1) *(S. trutta)* | 92/78 | 0.206 ± 0.015a | 0.119 ± 0.008b | 0.193 ± 0.009a | 0.188 ± 0.018a | *0.031* | 0.22 | *0.028* |
| 18958 | Alpha-1 enolase-1 (ENO1) *(S. trutta)* | 92/78 | 0.094 ± 0.007a | 0.062 ± 0.007b | 0.087 ± 0.006a | 0.087 ± 0.010a | *<10-3* | *0.033* | *0.003* |
| 19316 | Transaldolase (TALDO) (*H. sapiens*) | 130/69 | 0.127 ± 0.013 | 0.086 ± 0.011 | 0.092 ± 0.009 | 0.098 ± 0.012 | *0.014* | 0.63 | 0.70 |
| 18783 | Phosphoglucomutase (PGM) (*O. cuniculus*) | 80/69 | 0.033 ± 0.002a | 0.021 ± 0.004b | 0.032 ± 0.004a | 0.038 ± 0.004a | 0.39 | *0.019* | *0.013* |
| 18664 | Transketolase (TK) | 75/69 | 0.364 ± 0.040a | 0.180 ± 0.022b | 0.361 ± 0.034a | 0.327 ± 0.032a | *0.002* | *0.03* | *0.026* |
| 18665 | Transketolase (TK) | 82/69 | 0.193 ± 0.021a | 0.089 ± 0.016b | 0.181 ± 0.021a | 0.163 ± 0.017a | *0.003* | 0.11 | *0.028* |
| ***Amino-acid derivative metabolism*** | |  |  |  |  |  |  |  |  |
| 19230 | Aspartate aminotransferase, mitochondrial precursor (GOT2) (*R. norvegicus*) | 102/69 | 0.109 ± 0.017 | 0.074 ± 0.014 | 0.172 ± 0.020 | 0.173 ± 0.025 | 0.38 | *10-4* | 0.37 |
| 19200 | Alanine:glyoxylate aminotransferase (AGX) *(S. salar)* | 120/69 | 0.206 ± 0.024 | 0.151 ± 0.022 | 0.255 ± 0.024 | 0.243 ± 0.020 | *0.015* | *0.048* | 0.051 |
| 18847 | Glutamate dehydrogenase (GDH) *(S. salar)* | 137/78 | 0.95 ± 0.014 | 0.038 ± 0.009 | 0.123 ± 0.020 | 0.074 ± 0.008 | *0.004* | *0.017* | 0.46 |
| 18846 | Betaine aldehyde dehydrogenase (BADH) *(G.callarias)* | 143/69 | 0.145 ± 0.012a | 0.089 ± 0.009d | 0.140 ± 0.007b | 0.125 ± 0.011c | *0.003* | *0.041* | *<10-3* |
| 19042 | Homogentisate 1 2-dioxygenase (HGD) (*M. musculus*) | 112/69 | 0.180 ± 0.014 | 0.141 ± 0.009 | 0.229 ± 0.018 | 0.220 ± 0.022 | 0.13 | *<10-3* | 0.34 |
| 19703 | Serine hydroxymethyltransferase (SHMT) (*H. sapiens*) | 72/69 | 0.045 ± 0.005 | 0.170 ± 0.013a | 0.041 ± 0.003 | 0.046 ± 0.006 | <10-10 | *<10-9* | *<10-9* |
| 19216 | 4-hydroxyphenylpyruvate dioxygenase (4HPPD) | 101/69 | 0.145 ± 0.012 | 0.156 ± 0.006 | 0.115 ± 0.009 | 0.116 ± 0.015 | 0.59 | 0.002 | 0.62 |

**Additional file 4.** (continued)

| ***Biological process*** | | Highest | L line | | F line | | p-value | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Spot ID | Homology (*species*) | mascot score | LE diet | HE diet | LE diet | HE diet | Diet | Line | Line*Diet |
| ***Purine and pyrimidine metabolism*** | |  |  |  |  |  |  |  |  |
| 19559 | Urate oxidase (UOX) *(S. Salar)* | 101/78 | 0.133 ± 0.017 | 0.107 ± 0.014 | 0.178 ± 0.014 | 0.143 ± 0.014 | *0.049* | *0.01* | 0.74 |
| 18724 | 5-Imidazole-4-carboxamide ribonucleotide formyltransferase/IMP cyclohydrolase (ATIC) *(S. salar)* | 77/69 | 0.039 ± 0.005a | 0.022 ± 0.004b | 0.033 ± 0.004a | 0.039 ± 0.005a | 0.24 | 0.22 | *0.014* |
| 19681 | 5’ –methylthioadenosine phosphorylase (MTAP) *(M. musculus)* | 86/69 | 0.075 ± 0.004 | 0.076 ± 0.004 | 0.062 ± 0.004 | 0.063 ± 0.005 | 0.80 | *0.003* | 0.98 |
| ***Xenobiotic and oxidant metabolism*** | |  |  |  |  |  |  |  |  |
| 19964 | Glutathione peroxidase (GPX) (*R. norvegicus*) | 90/69 | 0.051 ± 0.003 | 0.080 ± 0.008 | 0.041 ± 0.003 | 0.064 ± 0.007 | *<10-4* | *0.019* | 0.61 |
| 19818 | Glutathione S transferase (GST) (*O. mykiss*) | 112/69 | 0.284 ± 0.019 | 0.258 ± 0.011 | 0.226 ± 0.016 | 0.226 ± 0.016 | 0.11 | *0.04* | 0.12 |
| 19240 | Stress-activated protein kinase 3 (MK12) (*H. Sapiens*) | 98/78 | 0.052 ± 0.006 | 0.042 ± 0.04 | 0.070 ± 0.006 | 0.058 ± 0.006 | *0.003* | 0.87 | 0.05 |
| 19653 | Arylamine N-acetyltransferase (NAT) *(G. gallus)* | 77/69 | 0.037 ± 0.003 | 0.034 ± 0.003 | 0.051 ± 0.004 | 0.047 ± 0.003 | 0.30 | *<10-4* | 0.85 |
| ***Transcription/translation*** | |  |  |  |  |  |  |  |  |
| 20159 | 14.3kDa perchloric acid soluble protein (PSP) | 83/69 | 0.179 ± 0.011b | 0.231 ± 0.019a | 0.241 ± 0.015a | 0.216 ± 0.017a | 0.39 | 0.15 | *0.02* |
| 19013 | Elongation factor 1 gamma (EF1) *(C. auratus)* | 83/69 | 0.023 ± 0.003a | 0.014 ± 0.001b | 0.021 ± 0.003a | 0.024 ± 0.002a | 0.21 | 0.16 | *0.03* |
| ***Miscellaneous*** | |  |  |  |  |  |  |  |  |
| 19585 | Annexin max2 *(O. latipes)* | 206/69 | 0.077 ± 0.011a | 0.038 ± 0.004b | 0.074 ± 0.013a | 0.090 ± 0.014a | 0.31 | *0.03* | *0.02* |
| 20051 | Prostaglandin dehydrogenase (PDH) *(P.hymadrias)* | 149/69 | 0.036 ± 0.004 | 0.048 ± 0.003 | 0.034 ± 0.003 | 0.038 ± 0.004 | *0.031* | 0.14 | 0.28 |
| 19309 | Phosphotriesterase_related protein (Parathion hydrolase-related protein) (*M.musculus*) | 104/69 | 0.055 ± 0.007b | 0.104 ± 0.008a | 0.052 ± 0.003b | 0.053 ± 0.007b | *<10-3* | *<10-3* | *<10-* |
| 19704 | Prohibitin (*D. rerio*) | 103/78 | 0.164 ± 0.010 | 0.119 ± 0.011 | 0.174 ± 0.010 | 0.155 ± 0.011 | *0.003* | *0.035* | 0.19 |

1According to two-way ANOVA (p<0.05), and positively identified by trypsin digest fingerprinting. .Spot ID refers to the number assigned to the spot in the reference gel. Data are means SE of 5 samples performed in triplicate. a, b, c, d P< 0.05. Means not sharing a common letter are significantly different from each other.

# Supplementary material for: Changes induced by dietary energy intake and divergent selection for muscle fat content in rainbow trout (Oncorhynchus mykiss), assessed by transcriptome and proteome analysis of the liver
**Source:** BMC Genomics. 2008 Oct 29;9:506. doi: 10.1186/1471-2164-9-506
**Supplement:** Additional file 5 — Accession numbers and primer sequences of genes selected for analysis by real time RT-PCR. Reverse and forward primer sequences and annealing temperature used to measure expression of 8 selected genes by real time RT-PCR.

**Additional file 5**. Accession numbers and primer sequences of genes selected for analysis by real time RT-PCR

| **Target gene** | **Abbreviated name** | **Databank** | **Accession number** | **Forward primer** | **Reverse primer** | **Annealing temperature (C°)** | **Amplicon size (pb)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Δ-6 fatty acid desaturase | *Δ6-fad* | Genbank | CA371783 | *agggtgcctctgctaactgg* | *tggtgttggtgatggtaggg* | *59* | *175* |
| Glucose-6-phosphate dehydrogenase - | *g6pd* | Genbank | CA351434 | *ctcatggtcctcaggtttg* | *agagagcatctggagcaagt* | 59 | *176* |
| 6-phosphogluconate dehydrogenase | *6-pgd* | Genbank | CA342644 | *gtgccgtctgtgtctctga* | *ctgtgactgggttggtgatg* | 55 | *234* |
| Malate dehydrogenase | *mdh* | Genbank | CA351158 | *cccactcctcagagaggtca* | *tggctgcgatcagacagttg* | *57* | *239* |
| D-3-phosphoglycerate dehydrogenase | *3-pgdh* | Genbank | BX085755 | *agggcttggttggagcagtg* | *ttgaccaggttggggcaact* | *60* | *250* |
| Aspartate aminotransferase | *got* | Genbank | [BX076291](http://srs.ebi.ac.uk/cgi-bin/wgetz?-id+sessionid+-e+%5BEMBL-id:BX076291%5D+-view+EmblEntry) | *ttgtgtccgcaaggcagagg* | *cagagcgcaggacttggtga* | *60* | *100* |
| Hexokinase IV (Glucokinase) | *gk* | Genbank | BX860818 | *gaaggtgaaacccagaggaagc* | *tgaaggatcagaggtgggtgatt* | *59* | *253* |
| Elongation factor I alpha | *ef1α* | Genbank | AF498320 | *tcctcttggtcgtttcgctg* | *acccgagggacatcctgtg* | *59* | *159* |

How the deposited data were processed for this re-analysis (not part of the article)

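Liver RNA of 32 trout was measured on single-colour nylon arrays, 8 arrays in each of the L-LE, L-HE, F-LE and F-HE groups, with the livers of each group taken from 3 tanks. The deposited log10 values were made by the authors, who quantified the radioactive signal, excluded spots with too little DNA, corrected each signal by the hybridization of an oligonucleotide to the same spot, divided it by the median of the array and took the logarithm. Excluded spots are written as a bare 0 in the table and were treated as missing (41354 cells), while 17 zeros written with decimals were kept as measured values. The table holds 9216 spots, of which 9023 are trout clones and 64 water spots. A further 128 carry 1 shared identifier with no description and were taken to be the luciferase positive controls that the paper's methods mention, and 1 other spot was left out. Which 6 livers per group entered the paper's own tests is not given in the sources used here, so that all 8 were used.

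The values were converted to log2 and fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group and moderated variances, over the 7763 clones with at least 5 values in each group. Contrasts were HE minus LE averaged over the lines, F minus L averaged over the diets, their interaction, and each effect within a line or diet. Clones with a Benjamini-Hochberg adjusted p under 0.15 were called, which is the false discovery rate that the paper's methods use for SAM. For single transcripts, 2 groups of 8 livers were compared by two-sided exact permutation tests, whose p-values were not adjusted for the number of transcripts. These tests moved single livers and took no account of tanks, the unit given the diet. Standard deviations and n are given within groups. The paper's two-way ANOVA at p under 0.01 and SAM with 100 permutations were run on the same values. The false discovery rate of SAM at its calls was 0.143 for diet and 0.111 for line. The number of arrays limits the precision. Tested on simulated data with 200 changed clones, the fit recovered 22.4% of diet effects of 1.3-fold and 48.5% of interactions of 2-fold, with 19 of 127 diet calls and 21 of 135 line calls false, and SAM made 125 diet calls with 18 false and 140 line calls with 27 false. The simulated noise was drawn independently for each clone and array, with no outlying array, unlike the data, where these numbers need not hold.

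Before the data were examined, the rule for naming transcripts, the gene lists and the alternatives were fixed, except where stated. Transcripts named are every transcript of Tables 3 and 5, array counterparts of proteins the paper names, the transcripts measured by RT-PCR, and the 10 largest rises and falls past the threshold that went the same way in both lines or on both diets. The paper's ratios for the first of these had been seen. PRVA, KIF2A, GDF8 and EBPL were named after their values had been seen. Clone names come only from the paper's additional files, which name clones the paper had called, so that 313 of the tested clones had a name. The clones behind Fig. 1 could not be named and have no values here. The values of 1 transcript are not reported here, although counts include it.

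Of the gene lists, 12 had at least 3 named clones: cholesterol synthesis, lipid transport and lipoproteins, respiratory chain and ATP synthase, amino acid catabolism, proteasome, ubiquitin system, antioxidant defence, xenobiotic metabolism, complement and acute phase, cell cycle and DNA replication, and markers of muscle and of exocrine pancreas. Lists with fewer named clones were not tested. They were tested by camera with its preset correlation against the other named clones, with p adjusted over the 12 lists, and again with an estimated correlation and by fry. The other named clones were picked by the paper too, so that a list moving like them need not pass camera. Missing values were set to the mean of the clone for these tests. With tank as a random block the ranked form of camera was used.

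Alternatives were a threshold of 0.05, ANOVA and SAM, quantile normalization, re-centring of each array on its median, clones with a value on all arrays, the dimmest clones by mean level left out, a variance trend with robust moderation, tank as a random block, tank number as a fixed block, means per tank, membrane number as a covariate, weights per array, only the 16 arrays compared, and each array and each tank left out in turn. For the lists they were fry, an estimated correlation and clones of the same name averaged, and for the relation of diet and line effects separate fish or only called clones. Leaving out the 6 arrays with a median Spearman correlation under 0.9 with the others, or giving them a block of their own, was chosen after seeing the data. A set of 7 arrays was tried too and could not be fitted. Counts with these arrays left out, and how well their p-values followed those of the paper, had been looked at before that limit was worded. The removal of the array on membrane 59 was planned for the counts over both lines and diets and added for other results. The test of lists against all clones was added once the table was seen to hold no clone names, before either version was run.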

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

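The tests of the array on membrane 59 and of the 6 arrays of low correlation were chosen after the result had been seen. The diet effect on the 5 named cholesterol synthesis clones had more negative estimates in the F line than in the L line (median difference -0.60, 0 called, 3 adjusted over the list alone, camera adjusted p = 0.135), and so had that on the 8 clones of amino acid metabolism, BHMT with -1.05 among them (median -0.60, 0 called, 2 adjusted over the list alone, camera adjusted p = 0.0562). Neither passed with an estimated correlation between the clones (adjusted p = 0.661 for each). All arrays of low correlation but that on membrane 62 lie in L-LE or F-HE, which the interaction sets against L-HE and F-LE. Without these 6 arrays the camera adjusted p was 0.345 for cholesterol synthesis and 0.00704 for amino acid metabolism. The cholesterol result was lost without any 1 of 18 arrays, namely the L-LE array on membrane 68, 56, 45 or 20, the L-HE array on membrane 34, 33 or 17, the F-LE array on membrane 62, 61, 54, 11 or 5 or the F-HE array on membrane 67, 39, 14, 12, 8 or 7 (adjusted p from 0.157 to 0.297), and the amino acid result lay between 0.0128 and 0.101 without any 1 array. Clone 1RT43C12_C_B06, which the paper does not list and for which no name is given in the sources used here, fell on the HE diet with a log2 difference of -0.545 (adjusted p = 0.0596).

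The level of a transcript in 1 liver stood apart from the other 7 of its group, by a gap to the nearest of them wider than 1 in 20 groups would show by chance, in 60 of 304 groups, where chance gives about 15.2. Of these, 30 are values of the F-HE array of tank 3 on membrane 59, among 76 F-HE groups. With the share of the range taken by the gap in parentheses, this array was lowest for ECHA (0.898), PC (0.897), ACBP (0.862), GAPDH (0.861), ATPA (0.857), CYP2J2 (0.834), H-FABP (clone tcay0002.n.16) (0.783), H-FABP (clone tcav0002.b.06) (0.774), NDKA (0.755), AChE (0.749), MGAT1 (0.741), ENPP7 (0.728), ERG25 (0.723), GTR11 (0.702), ENT1 (0.7), PKHA5 (0.683), ENTPD1 (0.675), Δ6-FAD (0.672), GPR4 (0.622), 6-PGD (0.582), V-ATPase subunit d (0.562) and GABT (0.561), and highest for PPR3D (0.823), MSRA (0.811), DHC24 (0.653), 8ODP (0.647), MKKS (0.601), NLTP (0.579) and CP2K4 (0.558). Its correlation with the other arrays (gap of 0.847 of the range) and its luciferase median (gap of 0.796) were also lowest. The F-LE array of tank 2 on membrane 62 was lowest for PC (0.847), UQCRQ (0.721), PSB7 (0.721), ENT1 (0.695), SETB1 (0.691), NLTP (0.634), V-ATPase subunit d (0.63), BHMT (0.609), MDH (0.551) and VTG (0.54) and for its correlation with the other arrays (gap of 0.876), and highest for NR1D2 (0.578), PRVA (0.556), ceramide kinase (0.54) and tcay0013.e.19 (0.539). The others were the F-HE array on membrane 65 for MDH lowest (0.713), the F-LE array on membrane 5 for ENPP7 lowest (0.54) and GABT lowest (0.534), the F-LE array on membrane 40 for the luciferase median highest (0.567), the L-HE array on membrane 13 for ENPP7 highest (0.553) and calpain-9 lowest (0.54), the L-HE array on membrane 17 for CYP2J2 lowest (0.609) and MAPK5 lowest (0.538), the L-HE array on membrane 23 for ENT1 highest (0.582), ENTPD1 highest (0.571) and FTHFD (clone tcbk0009.o.05) lowest (0.553), the L-LE array on membrane 19 for MSRA highest (0.825) and FTHFD (clone tcbk0009.o.05) lowest (0.621), the L-LE array on membrane 53 for GAPDH lowest (0.603) and ECHA lowest (0.541), and the L-LE array on membrane 56 for GOT2 (clone tcad0005.c.22) highest (0.551) and ERG28 lowest (0.527).

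On the array on membrane 59, ECHA and GAPDH lay below the median of the array, at -0.57 and -1.33 on the log2 scale, and from 3.78 to 4.28 and 4.52 to 5.46 in the other 7 F-HE livers, while MSRA lay higher (4.46, others 0.37 to 1.15). Its luciferase control spots had a median of 0.214 on the log10 scale (others 1.72 to 2.29), while the 99th percentile of its clones was 1.74 (others 1.5 to 1.72). RNA of another tissue or fish is argued against by the luciferase value, if the luciferase signal does not come from liver RNA, which was assumed, as was the identity of these spots, since how they are lit is not given in the sources used here. A candidate explanation that stays open is that signals of this array were not read at their own spots. The spots excluded on it were mostly ones excluded elsewhere (1153 of 1286 were excluded on most other arrays). As exclusion rests on the earlier hybridization of an oligonucleotide, this does not bear on how the later signals were read. No biological explanation was tested, as the design gives none for 1 liver of a group.

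The 6 arrays of low correlation, that on membrane 59 among them, are those whose membrane numbers from 53 on leave a remainder of 2 when divided by 3. Of the 13 arrays from that number on, 6 have this remainder and all 6 are low, and 0 of the others are low. This may reflect a step of the work that came round with a period of 3 membranes. What such a step was is not given in the sources used here, and the pattern was found and tested on the same data. The diet or line of the fish is argued against, since the arrays come from 3 of the 4 groups and each of these groups also holds arrays of higher correlation. Those on membranes 53, 56, 62 and 65 come from tanks numbered 2, that on membrane 59 from tank 3 and that on membrane 68 from tank 1. Other arrays of tanks numbered 2, such as those on membranes 5 and 7, had higher correlations, and tank was not tested as a cause. Transcripts named at the claims, such as PC, PSB7 and MDH, had extreme values on arrays of low correlation.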

How the results depend on the processing

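Leaving out the 6 arrays of low correlation or giving them a block was chosen after seeing the data, and so was leaving out the array on membrane 59 for all but the counts by diet, line and interaction. Tallied under 10 alternatives each were 86 results. Of these, 84 were diet or line differences of single transcripts. The rest were the counts of transcripts with the paper's direction in Table 3 and in Table 5. A count was tallied as kept within 1.5 times, and beyond that with those that passed or were lost. In this tally 744 values kept their direction and their side of the threshold, 78 passed where they had not, 26 no longer passed and 12 changed sign. Those that came to pass did so mostly with array weights (31), without the 6 arrays of low correlation (21), with these as a block (13) and without the F-HE array on membrane 59 (8), and those lost mostly with tank means (19). The rise of CYP2J2 on the HE diet, 0.96 (adjusted p = 0.815), passed without membrane 59, at 1.18 (adjusted p = 0.0301). That of the matrix metalloproteinase MMP16, 0.71 (adjusted p = 0.31), still did not pass when any 1 array was left out (lowest adjusted p = 0.151). The line difference of ACBP changed sign with array weights (0.0202), without the 6 arrays (0.0213) and without membrane 59 (0.175). So did that of H-FABP clone tcay0002.n.16 (0.129, 0.159 and 0.132) and of SETB1 (0.251, 0.239 and 0.0993). The diet difference of PC changed sign without membrane 59 (0.0448), and that of ENTPD1 with tank means (0.0335) and without membrane 59 (0.0866). The cause was not tested for any change given in this part.

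The count of clones changed by diet, 19, was within 1.5 times that under 8 of 17 alternatives other than leaving out an array or a tank. It was 10 at an adjusted p under 0.05, 0 with tank means, which leave 3 values per group, 34 (1 higher and 33 lower) with membrane number as a covariate, 104 (11 higher and 93 lower) with array weights, 86 by ANOVA, 98 by SAM and 69 by both. Without the 6 arrays of low correlation it was 74 (8 higher and 66 lower), and 77 (4 higher and 73 lower) with these as a block. Over single arrays it ranged from 14 to 41, the latter without membrane 59. Over tanks it was 6 without F-HE tank 1, 43 without F-HE tank 3, 12 without F-LE tank 2 or L-LE tank 3, 8 without F-LE tank 3 and 9 without L-HE tank 2 or 3.

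The count by line was 0 by limma, with 258 at an unadjusted p under 0.05. It was 53 by ANOVA, 9 by SAM and 9 by both, 12 (10 higher and 2 lower) with array weights and 1 with the 6 arrays as a block. It ranged from 0 to 1 over single arrays (1 without F-HE membrane 59 or 67) and was 1 without F-HE tank 1 or 3. The interaction count was 0 by limma (523 at an unadjusted p under 0.05 and 53 by ANOVA), 1 with tank number as a replicate block, 4 (3 higher and 1 lower) with array weights and 1 without F-HE tank 3, and stayed 0 over single arrays. Within the L line the diet count, 0 (432 at an unadjusted p under 0.05 and 73 by ANOVA), was 5 with the replicate block, 2 with only the 16 arrays compared, 16 (3 higher and 13 lower) without the 6 arrays, 5 with these as a block, and, over single arrays, 1 without the L-LE array on membrane 45 and 2 without the F-HE array on membrane 59 or 12. Within the F line, 4, it was 0 at 0.05, 2 with quantile normalization, 1 with only the 16 arrays compared, 33 (5 higher and 28 lower) without the 6 arrays, 17 with these as a block, and, over single arrays, 0 without the L-LE array on membrane 53, the L-HE array on membrane 18 or 17, the F-LE array on membrane 61, 54, 40, 24 or 11 or the F-HE array on membrane 67, 65, 59 or 8, 1 without the F-HE array on membrane 39, 2 without the L-HE array on membrane 28 or 13 and 8 without the F-LE array on membrane 62. By line on the LE diet, 0 (328 at an unadjusted p under 0.05 and 67 by ANOVA), it was 1 without membrane 59 and 1 with the 6 as a block, and on the HE diet (431 at an unadjusted p under 0.05 and 51 by ANOVA) it was 0 under all 9 alternatives run.

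Of the transcripts of Table 3, 5 were called, 0 with tank means, 8 with membrane number as a covariate, 29 with array weights, 25 without the 6 arrays, 16 with these as a block and 13 without membrane 59. Of Table 5, 0 were called by limma, with 15 at an unadjusted p under 0.05 (23 without membrane 59 and 27 without the 6 arrays), 6 with array weights, 1 with the 6 arrays as a block and 1 without the F-HE array on membrane 67. Camera called 1 of the 12 lists by diet, 4 by line and 2 by interaction, and 0, 0 and 0 with an estimated correlation. By diet fry called 7 and camera against all clones 7. Both called cholesterol synthesis, lipid transport, the respiratory chain, amino acid catabolism, the proteasome, the antioxidant list and muscle. By line fry called amino acid catabolism, xenobiotic metabolism, the antioxidant list and muscle. It did not call the complement list and the heavy chains, which camera called. By line camera called 1 list without the 6 arrays, 1 without the F-HE array on membrane 59 and 6 without the L-LE array on membrane 20. By interaction 1 was called by fry, with the replicate block, with the dimmest clones left out, without the 6 arrays and without any 1 of 18 arrays, those named above with cholesterol synthesis. The correlation of diet and line effects across clones, 0.338, was -0.746 over clones called for diet, -0.376 over those called lower, without MAPK5 (added after seeing the data), and -0.22 with separate fish in 1 random split. It could not be given over clones called for line, as there were none. The transcripts of Fig. 1 have no values, since their clones could not be named. The deviations of tanks of equal number from their groups had correlations from -0.402 to 0.451 (18 pairs, 8 above 0.1). Tanks of unequal number were not compared, so that this cannot tell whether tank numbers pair the groups. The consensus correlation within a tank was 0.00147. Signal over background could not be computed, as the table holds no background values.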

Differences from the paper's values

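Leaving out the 6 arrays of low correlation, or giving them a block, was chosen after the values had been seen. Ratios differed for 8 of the 74 values of Table 3 and 10 of the 54 of Table 5, by sign or by more than the spread between livers, and 16 of 21 counts differed by more than 1.5 times. Ratios are signed, so that a negative one gives the fold by which HE or F was lower, and the paper used 6 livers per group where 8 were used here. Under none of the 7 alternatives set before the data were examined did the values come within the limits for ERG25 (HE/LE in F), 1.5 in the paper and -1.75 here. Of these 7, only array weights brought within the limits ATPA (HE/LE in L), -1.1 in the paper and 1.19 here, CGL (HE/LE in F), -1 in the paper and -1.42 here, MKKS (HE/LE in F), -1.4 in the paper and -1.05 here, MSRA (HE/LE in F), -1.3 in the paper and 1.18 here, ENTPD1 (HE/LE in L), -1.3 in the paper and 1.21 here, RIR1 (HE/LE in F), 3.9 in the paper and 1.4 here, ceramide kinase (F/L on HE), -2.8 in the paper and -1.44 here, BHMT (F/L on HE), 1.2 in the paper and -1.1 here, GOT2 (clone 1RT69F18_D_C09) (F/L on HE), 1.2 in the paper and -1.06 here, SETB1 (F/L on HE), 1.2 in the paper and -1.28 here. Of these 7, only quantile normalization, membrane number as a covariate, array weights brought within the limits 3-PGDH (HE/LE in L), -1.4 in the paper and -1.01 here, MDH (F/L on HE), 1.2 in the paper and -1.01 here, GOT2 (clone 1RT69F18_D_C09) (F/L on LE), 1.1 in the paper and 1.45 here, PSB7 (F/L on HE), 1.5 in the paper and -1 here. Of these 7, only quantile normalization, tank means, array weights brought within the limits GABT (F/L on HE), 1.1 in the paper and -1.01 here. Of these 7, only membrane number as a covariate, array weights brought within the limits UB2E1 (F/L on HE), 1.4 in the paper and -1 here. Of these 7, only tank means, membrane number as a covariate, array weights brought within the limits NDKA (F/L on HE), -1.1 in the paper and -1.46 here. In 46 settings chosen after seeing the values (each array and each tank left out, and the 6 arrays left out or as a block), none came within the limits for ERG25, and those that did for another ratio dropped 39 to 137 of the paper's clones for diet and 64 to 140 of those for line, and were as follows: ATPA (HE/LE in L) without the 6 arrays, and with these as a block; 3-PGDH (HE/LE in L) without L-LE membrane 68, 56 or 53, L-LE tank 2, L-HE membrane 34 or 18, L-HE tank 3, the 6 arrays, and with these as a block; CGL (HE/LE in F) without F-HE membrane 59, F-HE tank 3, the 6 arrays; MKKS (HE/LE in F) without F-LE membrane 72, 11 or 5, F-LE tank 1, F-HE membrane 65 or 59, F-HE tank 3, the 6 arrays, and with these as a block; MSRA (HE/LE in F) without F-HE membrane 59, F-HE tank 3, the 6 arrays; ENTPD1 (HE/LE in L) without the 6 arrays, and with these as a block; RIR1 (HE/LE in F) without F-LE membrane 62, F-LE tank 2, the 6 arrays; ceramide kinase (F/L on HE) without L-HE tank 1, the 6 arrays, and with these as a block; MDH (F/L on HE) without L-HE membrane 55 or 18, L-HE tank 2, F-HE membrane 65, F-HE tank 2, the 6 arrays, and with these as a block; BHMT (F/L on HE) without F-HE membrane 59, the 6 arrays, and with these as a block; GOT2 (clone 1RT69F18_D_C09) (F/L on LE) without L-LE membrane 68, 53 or 45, L-LE tank 1 or 2, F-LE membrane 72, 11 or 5, F-LE tank 1, the 6 arrays, and with these as a block; GOT2 (clone 1RT69F18_D_C09) (F/L on HE) without F-HE membrane 59, F-HE tank 3, the 6 arrays, and with these as a block; GABT (F/L on HE) without L-HE membrane 55, 34, 33, 18 or 13, L-HE tank 2 or 3, F-HE membrane 65, 59 or 14, F-HE tank 3, the 6 arrays, and with these as a block; SETB1 (F/L on HE) without F-HE membrane 59, the 6 arrays, and with these as a block; UB2E1 (F/L on HE) without L-HE membrane 55, 23 or 18, L-HE tank 1 or 2, F-HE membrane 65, 59 or 39, F-HE tank 2 or 3, the 6 arrays, and with these as a block; PSB7 (F/L on HE) without L-HE membrane 34, 28, 23 or 18, L-HE tank 1, F-HE membrane 65 or 59, F-HE tank 2 or 3, the 6 arrays, and with these as a block; NDKA (F/L on HE) without L-HE membrane 23, 18 or 17, L-HE tank 1 or 2, F-HE membrane 59, F-HE tank 3, the 6 arrays, and with these as a block. The paper lists ERG25 among transcripts lower on the HE diet.

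For the counts by ANOVA 53 alternatives set before the data were examined were run. SAM was run under 5 of these at first, as it took no weights, covariate or block, and with each array and each tank left out (44 more) only after the values had been seen. By ANOVA at p under 0.01, clones changed by diet were 165 in the paper and 86 here; within 1.5 times with these alternatives set before the data were examined and no others: membrane number as a covariate, array weights, without the F-HE array on membrane 59, without F-HE tank 3. Those higher on HE were 37 in the paper and 10 here; within 1.5 times with these alternatives set before the data were examined and no others: array weights, without L-LE tank 3. Those lower on HE were 128 in the paper and 76 here; within 1.5 times with these alternatives set before the data were examined and no others: quantile normalization, membrane number as a covariate, array weights, without the F-HE array on membrane 59, without F-HE tank 3. Clones higher on HE were 8 in the paper and 3 here by SAM and 8 in the paper and 3 here by both tests, and none of the 5 set before, or of the 44 added, came within 1.5 times for either. Clones past both tests were 106 in the paper and 69 here; within 1.5 times with these 2 of the 5 set before: quantile normalization and the dimmest clones left out. Of the 44 chosen after seeing the values, so were those without the F-HE array on membrane 65, the F-LE array on membrane 62, the F-HE array on membrane 59, the L-LE array on membrane 53, the L-LE array on membrane 45, the L-LE array on membrane 20, F-HE tank 2 or F-HE tank 3, in which ANOVA dropped 95 to 113 of the paper's clones for diet.

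Between the lines ANOVA called 154 in the paper and 53 here; within 1.5 times with these alternatives set before the data were examined and no others: array weights, without F-HE tank 3. Those higher in F were 90 in the paper and 36 here; within 1.5 times with these alternatives set before the data were examined and no others: array weights, without the F-HE array on membrane 59, without F-HE tank 3, without L-LE tank 3. Those lower in F were 64 in the paper and 17 here; within 1.5 times with these alternatives set before the data were examined and no others: array weights. SAM called 77 in the paper and 9 here, of which 65 in the paper and 6 here were higher in F and 12 in the paper and 3 here lower. Past both tests were 70 in the paper and 9 here, with 58 in the paper and 6 here higher in F and 12 in the paper and 3 here lower. For these 6 numbers none of the 5 set before, or of the 44 added, came within 1.5 times. Interactions by ANOVA were 26 in the paper and 53 here; within 1.5 times with these alternatives set before the data were examined and no others: quantile normalization, membrane number as a covariate, without the L-LE array on membrane 53, without the F-LE array on membrane 40, without the L-HE array on membrane 34, without F-LE tank 1, without F-LE tank 3, without L-HE tank 3, without L-LE tank 2.

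Without the 6 arrays of low correlation, a setting chosen after seeing the values, ANOVA called 176 clones for diet (23 higher and 153 lower) and dropped 39 of the 165 called in the paper, and called 134 for line (78 higher and 56 lower in F) and dropped 64 of 154, while SAM called 173 for diet and 77 for line, 75 of them higher in F. With these arrays as a block, also chosen after seeing the values, ANOVA called 163 for diet (21 higher and 142 lower) and dropped 77, called 117 for line (62 higher and 55 lower) and dropped 121, and called 29 interactions, which the paper does not list by clone. Counts and p-values had been set beside those of the paper before these settings were worded. Without the array on membrane 59 ANOVA kept 70 of the paper's clones for diet and 36 for line. With all arrays 112 of the paper's clones for diet and 134 of those for line are dropped.

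The paper states that the xenobiotic, energy, amino acid and proteolysis transcripts of Table 5 were all higher in the F line. Here all 21 transcripts under these headings had higher estimates except SETB1 (-0.08), whose sign changed to 0.0993 without the F-HE array on membrane 59, and none passed over all clones by limma. Of the transcripts of Tables 3 and 5, limma called 5 and 0, and 29 and 6 with array weights, 8 of Table 3 with membrane number as a covariate, and, with settings chosen after seeing the values, 13 of Table 3 without membrane 59, 25 without the 6 arrays, and 16 and 1 with these as a block.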

Other observations

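Complement C1r, complement C3, complement factor H, plasminogen and alpha-2-macroglobulin all had lower estimates in the F line (median -0.33, 0 called, 3 adjusted over the list alone, camera adjusted p = 0.062, and adjusted p = 0.394 with an estimated correlation). This list did not pass by fry (adjusted p = 0.366). Without the F-HE array on membrane 59 it did not pass by camera either (adjusted p = 0.162). In that setting 3 estimates were lower and 2 higher. By diet it did not pass (median -0.09, 0 called, 1 adjusted over the list alone, camera adjusted p = 0.861). Of clones searched for as exocrine pancreas markers, all 3 were inter-alpha-trypsin inhibitor heavy chains (ITIH2, a pair of clones, and ITIH3), liver proteins matched by the word trypsin. They had lower estimates in the F line (median -0.63, 0 called, 0 adjusted over the list alone, camera adjusted p = 0.124, and adjusted p = 0.402 with an estimated correlation), and this was lost without the F-LE array on membrane 62 (adjusted p = 0.171), the F-HE array on membrane 59 (0.162) or the L-LE array on membrane 68 (0.154). With fry the heavy chains did not pass by line (adjusted p = 0.324). By diet they did not pass (median -0.33, 0 called, 0 adjusted over the list alone, camera adjusted p = 0.861). The muscle list (titin, PRVA and myosin Ie) did not pass by line with camera (median -0.14, 0 called, 0 adjusted over the list alone, camera adjusted p = 0.212), except without the L-LE array on membrane 20 (adjusted p = 0.148). With fry it passed by line (adjusted p = 0.00941). Ribonucleotide reductase (RIR1), MCM5 and MCM6 of DNA replication did not pass by diet (median 0.29, 0 called, 0 adjusted over the list alone, camera adjusted p = 0.515) or by line (median -0.03, 0 called, 0 adjusted over the list alone, camera adjusted p = 0.798). Antioxidant and xenobiotic lists did not pass camera by diet (median -0.12, 0 called, 1 adjusted over the list alone, camera adjusted p = 0.872; median 0.00, 0 called, 3 adjusted over the list alone, camera adjusted p = 0.5), nor did the respiratory chain by line (median 0.19, 0 called, 0 adjusted over the list alone, camera adjusted p = 0.945). The antioxidant list passed by diet with fry (adjusted p = 0.122) and with camera against all clones (adjusted p = 0.101). Leaving out membrane 59, the median was -0.26 by line for the heavy chains, and by diet 0.04 for them, 0.01 for the complement list, -0.01 for DNA replication, -0.24 for the antioxidant list and 0.04 for the xenobiotic list. Those adjusted over the list alone were then 3 antioxidant, 1 xenobiotic and 2 complement clones by diet and 2 heavy chains by line. Other single arrays moved such counts too, for instance to 2 heavy chains by line without the F-HE array on membrane 67 or 65. By interaction the lists other than cholesterol synthesis and amino acid catabolism had adjusted p from 0.451 to 0.998. These clones were named through the paper's results on these samples, which is not independent evidence.

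Group labels were redrawn 100 times, the real grouping included, to see how often as many clones were called by limma. For diet 4 of 100 groupings called at least 19, with up to 1772 in another grouping, and within the F line 4 of 100 called at least 4, with up to 1931, a share under 0.05, but only narrowly. These groupings move single fish, while the diet was given to tanks. With diet redrawn over whole tanks, a test added after the data had been seen, 2 of 72 groupings called at least 19, with 2832 in the other (F-HE tank 1, F-LE tanks 1 and 3, L-HE tanks 1 and 2 and L-LE tank 3 against the rest). That grouping puts all 6 arrays of low correlation in 1 arm, as 3 of the 72 do, and the real one has 4 in 1 arm. Of the 100 groupings of single fish, 4 for diet have all 6 in 1 arm, and 3 of these, the only ones to do so, called over 100 clones. For line it was 1, the one with 2398. For the diet count the share was under 0.05 in the fit to single fish, while the fit to tank means called 0 (274 at an unadjusted p under 0.05, smallest adjusted p = 0.288). Together these tests do not settle whether chance can be excluded for the diet count. Within the F line whole tanks give 6 groupings, too few for a share under 0.05 (4 in the real one and up to 0 in another), and the count there was also 0 without any 1 of 12 arrays. For line, interaction, diet within the L line and line on the LE and HE diets the limma count was 0 (258, 523, 432, 328, 431 at an unadjusted p under 0.05 and 53, 53, 73, 67, 51 by ANOVA, in this order), which every grouping reaches (100 of 100 in each case), with up to 2398, 2810, 1, 37 and 607 clones in another grouping. Redrawing therefore tests nothing for these counts. By ANOVA as many were called in 11 of 100 groupings for diet (up to 668), 26 of 100 for line (up to 826) and 24 of 100 for interaction (up to 940), and the correlation of diet and line effects was as large in 76 of 100 (up to 0.7643). Chance cannot be excluded for the ANOVA counts and the correlation. Groupings that call many times the real count point to a structure of the samples other than diet and line.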
